# Transcriptomic Analysis Reveals That Retinal Neuromodulation Is a Relevant Mechanism in the Neuroprotective Effect of Sitagliptin in an Experimental Model of Diabetic Retinopathy

**DOI:** 10.3390/ijms24010571

**Published:** 2022-12-29

**Authors:** Hugo Ramos, Patricia Bogdanov, Rafael Simó, Anna Deàs-Just, Cristina Hernández

**Keywords:** dipeptidyl peptidase-4 inhibitors, sitagliptin, differentially expressed RNAs, synaptic signal transmission, diabetic retinopathy

## Abstract

Synaptic dysfunction and neuronal damage have been extensively associated with diabetic retinopathy (DR). Our group evidenced that chronic hyperglycemia reduces the retinal expression of presynaptic proteins, which are crucial for proper synaptic function. The aim of the study was to explore the effect of topically administered sitagliptin, an inhibitor of the enzyme dipeptidyl peptidase-4, on the retinal expression patterns of an experimental model of DR. Transcriptome analysis was performed, comparing the retinas of 10 diabetic (db/db) mice randomly treated with sitagliptin eye drops (10 mg/mL) twice daily and the retinas of 10 additional db/db mice that received vehicle eye drops. Ten non-diabetic mice (db/+) were used as a control group. The Gene Ontology (GO) and Reactome databases were used to perform the gene set enrichment analysis (GSEA) in order to explore the most enriched biological pathways among the groups. The most differentiated genes of these pathways were validated through quantitative RT-PCR. Transcriptome analysis revealed that sitagliptin eye drops have a significant effect on retinal expression patterns and that neurotransmission is the most enriched biological process. Our study evidenced enriched pathways that contain genes involved in membrane trafficking, transmission across chemical synapses, vesicle-mediated transport, neurotransmitter receptors and postsynaptic signal transmission with negative regulation of signaling as a consequence of neuroprotector treatment with sitagliptin. This improves the modulation of the macromolecule biosynthetic process with positive regulation of cell communication, which provides beneficial effects for the neuronal metabolism. This study suggests that topical administration of sitagliptin ameliorates the abnormalities on presynaptic and postsynaptic signal transmission during experimental DR and that this improvement is one of the main mechanisms behind the previously demonstrated beneficial effects.

## 1. Introduction

The ceaseless progression of diabetes mellitus is turning diabetic retinopathy (DR) into the major source of preventable blindness among working-aged adults worldwide [1]. Due to the lack of symptoms during the early stages of DR, current diagnostic and therapeutic strategies address the advanced stages of the disease [2]. Furthermore, current treatments are expensive, invasive and are associated with side effects. Targeting classic risk factors of diabetes (mainly hyperglycemia and hypertension) is the only strategy against the early stages, giving rise to an unmet medical necessity [3].

The impairment of the neurovascular unit (NVU) of the retina, a functional coupling that integrates vascular flow with metabolic activity and that maintains the integrity of the inner blood–retinal barrier (iBRB), is an early event in the pathogenesis of DR [4,5]. Neurodegeneration, glial activation and early microvascular abnormalities are its main hallmarks [5].

New experimental approaches targeting the early neurodegenerative processes that occur in diabetic retinas are currently being explored [6]. The incretin glucagon-like peptide-1 (GLP-1) is a hormone that has been related to neuroprotection in the central nervous system (CNS) and, consequently, has been postulated as a potential candidate for the treatment of DR due to the direct embryological relationship between the CNS and the retina [7]. Recently, GLP-1, its receptor, the GLP-1 receptor (GLP-1R), mainly responsible for its degradation, and the enzyme dipeptidyl peptidase-4 (DPP-4) were detected in murine and human retinas [8,9]. The low retinal levels of GLP-1 reported in diabetic patients suggest that its replacement treatment could have a neuroprotective role against early DR [5].

Topical administration (eye drops) of GLP-1R agonists (GLP-1RAs) and topical administration of DPP-4 inhibitors (DPP-4i) are two different strategies that seek a common neuroprotective effect: GLP-1R activation. Their effectiveness has been already demonstrated in an experimental model of DR, preventing glial activation, cell death, glutamate excitotoxicity, vascular leakage and electroretinogram (ERG) abnormalities [8,9]. Nevertheless, the lower price, the higher stability and the emergence of new evidence that proves the neuroprotective role of other DPP-4 substrates place DPP-4i as a more attractive therapeutic strategy against the early stages of DR. The complexity of DPP-4i, derived from the multifunctional activity of the inhibited enzyme, and the need for enough preclinical evidence invite elucidation of the mechanisms behind their neuroprotective effects [10]. For this purpose, a transcriptome analysis was performed to study the effect of one DPP-4i, sitagliptin, in an experimental model of DR.

## 2. Results

### 2.1. Multiple Comparisons between Transcriptomes Revealed a Clear Effect of Both the Diabetic Condition and Sitagliptin Treatment

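Neuroretinas came from db/db mice, which lack a working leptin receptor and become obese and diabetic, and from non-diabetic db/+ control mice of the same age. Sitagliptin blocks DPP-4, the enzyme that inactivates glucagon-like peptide-1, and reached the eyes as drops of 5 µL at 10 mg/mL, 2 per day, until day 15. The vehicle was PBS, and tissue was taken at 12 weeks of age. The labels give the control mice as untreated, so comparisons with them mix diabetes with the eye drops. RNA from the neuroretina of each mouse was hybridized to 1 Clariom S Mouse array. The values analysed here cover 10 sitagliptin-treated db/db mice, 9 vehicle-treated db/db mice and 10 control mice, without the vehicle array that the paper left out as an outlier. Each sample name ends in a batch number, 1 or 2, and every group has mice in both batches. The authors normalized the arrays by RMA, which subtracts background, equalizes the arrays' distributions and summarizes the probes of a transcript, and the deposited values are on the log2 scale. Array medians lay between 7.44 and 7.51, and single values between 2.90 and 13.9. Across genes, which are not independent replicates, arrays of the same group correlated at r from 0.966 to 0.994. Of 29129 probe sets, 19572 had 1 gene symbol, and the probe set with the widest interquartile range stood for each of 19505 genes. The 7100 genes with the widest interquartile range over the 29 arrays, 0.26 or more on the log2 scale, were tested without use of the groups. The paper's text names no filter, and this number follows the rank at which the ranked gene lists of Fig. 5 end. limma fitted the 3 groups in one linear model with batch as a term, p-values were adjusted by the Benjamini and Hochberg method, and a gene counts as up- or down-regulated at an adjusted p under 0.05. Levels given as mean ± SD, and positions of single arrays against a group, were taken after batch means were removed. The number of arrays limits the precision. In simulated data of this size, 26.3% of the genes given a log2 change of 0.25 between the sitagliptin and vehicle groups were called, 77.6% at 0.4 and 96.4% at 0.6. The noise was simulated independently for each gene, unlike in these arrays, so the shares need not hold for them.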

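In the retina of sitagliptin-treated db/db mice, 102 genes were up-regulated and 34 were down-regulated against db/+ control mice (n = 10 each), with absolute log2 fold changes from 0.23 to 0.74 and a median of 0.36. Leaving out 1 array gave 68 to 241 called genes, and 13 of the 29 arrays each moved the count by more than 1.5 times. Of the 136 genes called, 123 changed the same way in vehicle-treated against control mice, a comparison that shares the control arrays. limma called 11 of them there as well. Against vehicle-treated mice, with the sitagliptin arrays shared, 125 changed the same way and limma called 8. The changes below thus need not belong to sitagliptin. Bdnf, which encodes a growth factor that supports retinal neurons, fell by 0.50 on the log2 scale (SE 0.09, adjusted p = 0.0047 from limma), and 10 of 10 arrays lay below the control mean. Flt1, which encodes a receptor for vascular endothelial growth factor, rose by 0.37 (SE 0.07, adjusted p = 0.0049), in 10 of 10 arrays. Hk2, a hexokinase that starts glycolysis in photoreceptors, rose by 0.58 (SE 0.14, adjusted p = 0.024), in 10 of 10 arrays. All 10 arrays lay above every control array for the zinc finger gene Zbtb25, which rose by 0.40, and for BC051142, which rose by 0.52 and had 1 control array far below the others. Genes of glycolysis were higher in 17 of 20 members (median log2 fold change 0.15, adjusted p = 2.72e-05 from limma's camera test with a preset correlation of 0.01), with 1 called and 3 called when adjusted over the list alone. Genes of synaptic vesicle release were higher in 43 of 57 members (median 0.07, adjusted p = 6.72e-05), with 0 of the 31 tested called by limma and 3 called when adjusted over the list alone. Cytosolic ribosomal protein genes were lower in 52 of 60 members (median −0.06, with the same adjusted p), and heat shock genes in 9 of 9 (median −0.10, adjusted p = 0.00057). Genes of the circadian clock were higher in 13 of 17 members (median 0.09, adjusted p = 0.0033), and rod photoreceptor genes in 15 of 20 (median 0.05, adjusted p = 0.0239). Markers of the retinal pigment epithelium, which borders the neuroretina, were lower in 11 of 12 members (median −0.19, adjusted p = 0.00027), and lens markers in 19 of 21 (median −0.14, same adjusted p). Each array's list mean was also taken against the mean of all arrays. In batch 1 that of lens markers ran from −0.11 to 0.09 over sitagliptin and −0.13 to 0.17 over control arrays. In batch 2 it ran from −0.21 to 0.10 and from −0.03 to 0.50. That of cytosolic ribosomal protein genes ran from −0.40 to −0.04 and −0.39 to −0.07 in batch 1. In batch 2 it ran from 0.04 to 0.19 and from 0.16 to 0.32, so both lists separated little in batch 1. The retinal pigment epithelium opsin Rgr fell by 0.59 (SE 0.16, adjusted p = 0.043), with changes of −0.33 in batch 1 and −0.85 in batch 2. With an estimated correlation, 0 of the 47 gene lists was called in this comparison, against 12 with the preset one, and the adjusted p was 0.399 for glycolysis and the retinal pigment epithelium, 0.552 for vesicle release, 0.663 for the cytosolic ribosome and 0.105 for heat shock. After a further quantile normalization of the arrays, 92 genes were up-regulated and 50 were down-regulated. Without a batch term, 21 genes were called. With the mean level of retinal pigment epithelium markers as a covariate, most of the 136 calls were lost.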

The largest number of differentially expressed genes (DEGs) was found in the comparison between sitagliptin-treated db/db mice and control db/+ mice (108 up-regulated and 33 down-regulated genes with an adjusted *p*-value (Adj.P. Val) of less than 0.05). The effect of the diabetic condition was represented by the comparative analysis between the vehicle-treated db/db and the control db/+ mice, which resulted in 19 DEGs (10 up-regulated and 9 down-regulated genes). 

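In the retina of vehicle-treated db/db mice, 11 genes were up-regulated and 9 were down-regulated against control mice (limma, n = 9 and 10), and 444 genes had an unadjusted p under 0.05 where chance alone gives 355. Leaving out 1 array gave 8 to 25 called genes, with 8 without control array 1 and 9 without vehicle array 11, 18 or 19. Fabp4, which encodes a fatty acid carrier of adipocytes, macrophages and capillary endothelium, rose by 0.83 on the log2 scale (SE 0.12, adjusted p = 0.00059), or 1.78-fold. Its level was 8.78 ± 0.42 (SD, n = 10) in control mice, 9.61 ± 0.20 (n = 9) in vehicle-treated mice and 9.25 ± 0.18 (n = 10) in sitagliptin-treated mice, and it rose by 1.02 in batch 1 and 0.66 in batch 2. The related genes Fabp9 and Pmp2, the latter a fatty acid carrier of myelin, rose by 0.76 (SE 0.13, adjusted p = 0.0040) and 0.37 (SE 0.07, adjusted p = 0.0082), and all 3 genes lie on chromosome 3. Lcn2, an iron-binding protein that glia release in inflammation, rose by 0.50 (SE 0.09, adjusted p = 0.0072). Nr4a3, a nuclear receptor gene induced by neuronal activity, fell by 0.55 (SE 0.10, adjusted p = 0.0040). Slco1c1, which carries thyroid hormone into neural tissue, fell by 0.53 (SE 0.09, adjusted p = 0.0044), and Dio2, which activates that hormone, fell by 0.56 (SE 0.12, adjusted p = 0.026). For each of these genes, 9 of 9 vehicle arrays lay on that side of the control mean. Xbp1, a transcription factor of the response to unfolded proteins, fell by 0.36 (SE 0.08, adjusted p = 0.038), in 8 of 9 arrays, from 10.34 ± 0.15 in control mice to 9.98 ± 0.20 in vehicle-treated mice, and 1 sitagliptin array lay far below its group. Genes of endoplasmic reticulum stress were lower in 12 of 15 members (median −0.11, adjusted p = 3.25e-07 from camera, and adjusted p = 0.00061 with an estimated correlation), with Xbp1 called and 6 genes down-regulated when adjusted over the list alone. The chaperone genes Hspa5 and Calr, picked after their values were seen and outside the 7100 genes, each had a log2 fold change of −0.29 (p = 0.00072 and p = 0.00096 from limma). Lens markers were lower in 16 of 21 members (median −0.08, adjusted p = 0.0021), immediate early genes in 12 of 17 (median −0.04, adjusted p = 0.0076), heat shock genes in 7 of 9 (median −0.07, adjusted p = 0.0067) and genes of the incretin and DPP-4 pathway in 19 of 26 (median −0.04, adjusted p = 0.027). With an estimated correlation these 4 lists had adjusted p = 0.758, 0.680, 0.216 and 0.424, in that order.

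**Figure D1:**
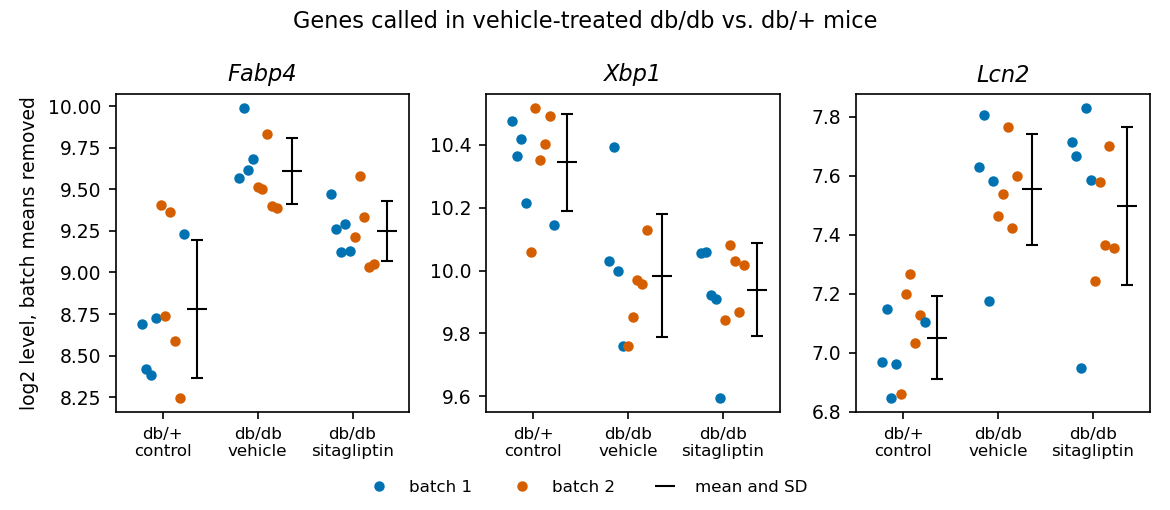
Log2 level of Fabp4, Xbp1 and Lcn2 (vertical axis, batch means removed) in control, vehicle-treated and sitagliptin-treated mice (horizontal axis), with one point per array coloured by batch and bars for mean and SD. Fabp4 and Lcn2 are higher and Xbp1 is lower in both groups of db/db mice than in control mice.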

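Among db/db mice, sitagliptin eye drops were set against vehicle (n = 10 and 9). limma called 14 genes up-regulated and 3 down-regulated in sitagliptin-treated mice, with absolute log2 fold changes from 0.30 to 0.74 and a median of 0.44. Leaving out 1 array gave 0 to 148 called genes, with 0 for 11 of the arrays and 148 without vehicle array 15, and limma called 0 in either batch alone or with each array centred on its median. At an unadjusted p under 0.05 there were 1079 genes, 755 of them higher. Fabp7, a fatty acid carrier of glia, fell by 0.45 (SE 0.10, adjusted p = 0.044), with changes of −0.62 in batch 1 and −0.31 in batch 2, and Lrrk2, a kinase gene of membrane transport, fell by 0.44 (SE 0.10, same adjusted p), with −0.60 and −0.30. All 10 sitagliptin arrays lay below the vehicle mean for both genes. Traf7, which encodes a ubiquitin ligase, was the last gene called (log2 fold change 0.50, adjusted p = 0.0498), and Tmem39b (0.39, adjusted p = 0.0501) and Dhx8 (0.43, adjusted p = 0.0513) did not pass. Of the 17 genes, 8 were also called against control mice (Fabp7, Kif1b, Kifbp, Lrrk2, Marchf8, Mex3c, Plagl1 and Sirpa), a comparison that shares the sitagliptin arrays, and 0 were called by limma between vehicle-treated and control mice.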

At the same level of significance, transcriptomic analysis revealed a clear effect of sitagliptin eye drops in diabetic mice, which can be seen in the comparison between the sitagliptin-treated db/db mice and the vehicle-treated db/db mice, where 20 DEGs (17 up-regulated and 3 down-regulated genes) were obtained (Table 1).

### 2.2. Db/db Mice Topically Treated with Sitagliptin Showed Different Expression Patterns in the Retina Compared to Those Treated with Vehicle

Focusing on the effect of the topical treatment with sitagliptin, we only continued exploring the “db/db sitagliptin vs. db/db vehicle” comparison. HeatMap clustering between both groups using transcripts with an absLogFC ≥ 0.3 and an Adj.P.Val < 0.05 revealed two main clusters of different expression patterns (Figure 1). 

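The 17 called genes of the sitagliptin vs. vehicle comparison, all with an absolute log2 fold change of at least 0.3, were used to cluster the 19 db/db arrays after batch means were removed. C1ql1, Kifbp, Kif1b, Plagl1 and Ggh are among these genes, which were chosen for the difference between the groups and so separate them by construction. With complete linkage on Euclidean distance, 16 of the 19 arrays fell into the cluster of their own group. The other 3 were the vehicle arrays 15, 19 and 20. With Ward linkage, or with batch means kept, only vehicle array 15 lay outside its cluster. Clustered on all 7100 genes tested, 8 vehicle arrays fell in with all sitagliptin arrays. Vehicle array 13 alone made up the other cluster, so this tree did not separate the groups.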

With the exception of sample “Db/db vehicle_15_1”, all samples of each compared condition were grouped together in the same cluster. Genes more differentially expressed are displayed in a summary table (top 10) and in a volcano plot (top 20) (Figure 2A,B).

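The genes with the smallest p-values between sitagliptin-treated and vehicle-treated db/db mice included Plagl1, Cep85 and Ggh beside C1ql1, Kifbp and Kif1b. Plagl1, which encodes a zinc finger transcription factor that restrains proliferation, rose by 0.33 on the log2 scale (SE 0.07, adjusted p = 0.035 from limma), with 0.24 in batch 1 and 0.40 in batch 2. Cep85, which encodes a centrosome protein, rose by 0.30 (SE 0.06, same adjusted p), with 0.32 and 0.29. Ggh, which encodes the hydrolase that removes glutamates from folate, fell by 0.46 (SE 0.10, same adjusted p), with −0.55 and −0.39. In each of these 3 genes 10 of 10 sitagliptin arrays lay on that side of the vehicle mean, and 9 arrays for Plagl1 and Cep85 and 7 for Ggh lay beyond every vehicle array. Marchf8 rose by 0.41, Mex3c by 0.40 and Thrap3 by 0.47, the last with 1 sitagliptin array far below its group. Of the genes of Fig. 1, 19 have a named row in the values analysed here.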

### 2.3. Gene Set Enrichment Analyses (GSEA) Revealed That the Most Differentiated Biological Process Is Neurotransmission

GSEA is a powerful analysis method for interpreting gene expression data [11]. The analysis of biological significance was approached by GSEA using two different annotation databases: the Go Ontology Database (GO) (Biological Process (BP) subcategory) and the Reactome Pathway Database. Most enriched GO (BP) and Reactome terms revealed neurotransmission to be the most differentiated biological process between the transcriptomes of db/db mice treated with sitagliptin and those of the vehicle-treated mice. 

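Gene sets of neurotransmission stood among the most enriched Reactome sets between sitagliptin-treated and vehicle-treated db/db mice. Ranked by p, the olfactory signaling pathway was at place 1, transmission across chemical synapses at 2, the neuronal system at 3 and postsynaptic transmission at 4. The olfactory set, mostly receptor genes of the nasal epithelium, had a negative NES of −2.04 (jackknife SE 1.70 over arrays, adjusted p = 0.00071 from fgsea), with 32 of its 118 members higher. With each array's score on the main axis of the spread within groups as a covariate, its NES turned to 0.91 (adjusted p = 0.80 from fgsea). Of 537 Reactome sets with 10 to 500 tested genes, 87 passed an adjusted p under 0.05 in fgsea, 42 with a positive and 45 with a negative NES, and 204 had an unadjusted p under 0.05. The number went from 8, without sitagliptin array 3 or vehicle array 13, to 149, without vehicle array 19, and 25 of 100 splits of the arrays into groups of these sizes, the real one included, gave as many. limma's camera test called 110 sets with a preset correlation and 0 with an estimated one. Retinal pigment epithelium markers were lower in the same comparison, and with their mean level as a covariate 17 sets passed, and the 3 neuronal sets kept NES of 1.63, 1.64 and 1.62 but missed the threshold (adjusted p = 0.065, 0.0512 and 0.080, in the order above). Of the 45 sets with a negative NES, 16 matched a name search for terms of translation and the ribosome. The terms also took in ribosomal subunits, peptide chains, nonsense-mediated decay and the signal recognition particle. Sets can share genes, so these need not be 16 separate results. Eukaryotic translation termination had an NES of −2.18. In sitagliptin-treated mice against control mice, 39 sets passed, 13 with a positive and 26 with a negative NES. There, transmission across chemical synapses had an NES of 1.9002 (adjusted p = 0.0011) and translation one of −2.06 (adjusted p = 0.00028), but with an estimated correlation camera gave an adjusted p = 0.883 for both and called 0 sets, and 59 of 100 splits gave as many sets.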

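Genes of membrane transport, of the cytoskeleton and of vesicle traffic were examined as lists by function in sitagliptin-treated against vehicle-treated db/db mice, since GO terms themselves were not analysed here. Vesicle coat genes, which shape transport vesicles, were higher in 27 of 40 members (median log2 fold change 0.08, adjusted p = 0.0035 from limma's camera test, and adjusted p = 0.417 with an estimated correlation), with 0 members called by limma and 0 when adjusted over the list alone. Genes of kinesins, dyneins and tubulins, the motors and tracks of axonal transport, were higher in 45 of 72 members (median 0.03, adjusted p = 0.0565), with Kif1b called and 4 genes called when adjusted over the list alone. Solute carriers were higher in 186 of 361 members (median 0.00, adjusted p = 0.427), with 0 called by limma and 3 when adjusted over the list alone. Rab GTPases, which direct vesicles to their targets, were higher in 30 of 56 members (median 0.01, adjusted p = 0.677). The Reactome set of transmembrane transport of small molecules, with 200 tested genes, had an NES of 1.48 (adjusted p = 0.0343 from fgsea) and did not pass camera (adjusted p = 0.170, and 0.778 with an estimated correlation).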

In GO analysis, more general and non-cell-type-specific terminology was found: transmembrane transport, cytoskeleton organization, secretion, negative regulation of cell communication, etc. (Figure 3A–C).

Nevertheless, Reactome analysis showed us the influence of sitagliptin in the neuronal components of the retina through terms such as: neuronal system, transmission across chemical synapses, neurotransmitters receptors and postsynaptic signal transmission, membrane trafficking, vesicle-mediated transport, etc. 

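Neuronal and synaptic gene sets were higher in the retina of sitagliptin-treated db/db mice than in that of vehicle-treated mice. The neuronal system had an NES of 1.96 (jackknife SE 0.34 over arrays, adjusted p = 0.00085 from fgsea), and 73 of its 101 tested genes were higher, with a median log2 fold change of 0.10. Transmission across chemical synapses had an NES of 2.06 (SE 0.36, adjusted p = 0.00071), with 56 of 76 genes higher. Neurotransmitter receptor binding and downstream transmission in the postsynaptic cell had an NES of 2.04 (SE 0.37, adjusted p = 0.0014), with 41 of 54 genes higher. Phospholipid metabolism, which supplies membranes, had an NES of 1.91 (SE 0.41, adjusted p = 0.0073), with 41 of 55 genes higher. Membrane trafficking had an NES of 1.45 (adjusted p = 0.094) and vesicle-mediated transport one of 1.35 (adjusted p = 0.14), and neither passed. Ranked over all 19505 genes, both passed, with NES 1.72 (adjusted p = 0.0044) and 1.48 (adjusted p = 0.039). Mitochondrial translation had an NES of −1.83 (SE 0.98, adjusted p = 0.019), which became −1.03 (adjusted p = 0.56) over all genes. With an estimated correlation between genes, camera gave an adjusted p = 0.778 for each of the sets named here. Markers of the retinal pigment epithelium were lower in the same comparison.

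**Figure D2:**
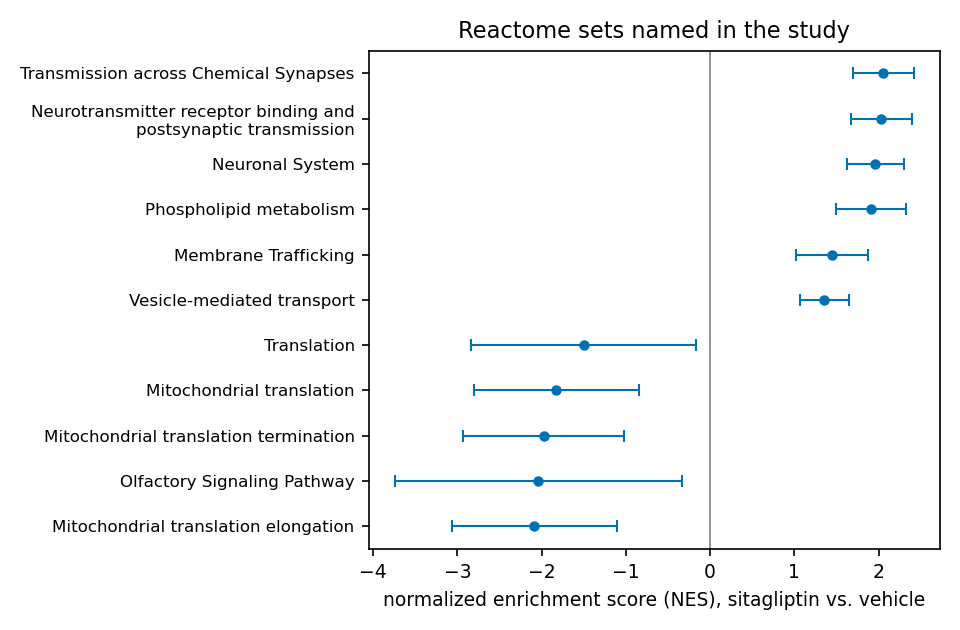
Normalized enrichment score (horizontal axis, no unit) of 11 Reactome sets (vertical axis) between sitagliptin-treated and vehicle-treated db/db mice; the points are the scores and the bars are the jackknife SE over arrays. The 3 neuronal sets lie near 2 and the translation and olfactory sets lie below 0, with wider bars.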

(Figure 4A–C). A positive enrichment score or NES indicates that the enriched term is mainly composed of up-regulated genes, whereas a negative score indicates the opposite. 

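Apba1, an adaptor of synaptic vesicle docking, and Chrnb2 and Gabrb2, subunits of neurotransmitter receptors, stood in the leading edges of neuronal Reactome sets between sitagliptin-treated and vehicle-treated db/db mice. The leading edge, the genes that raise the score to its peak, held 51 genes for the neuronal system, 39 for transmission across chemical synapses and 27 for postsynaptic transmission. None of the members of the 3 sets passed the adjusted p on its own in limma. Hcn2, a pacemaker channel gene, had a log2 fold change of 0.32 (SE 0.10, adjusted p = 0.11), and Gabrb2, a subunit of the GABA receptor, one of 0.30 (SE 0.09, adjusted p = 0.12). The nicotinic receptor subunits Chrnb2 and Chrna4 had log2 fold changes of 0.24 (SE 0.07, adjusted p = 0.12) and 0.22 (SE 0.07, adjusted p = 0.14). Pick1, which anchors AMPA receptors, had one of 0.26 (SE 0.09, adjusted p = 0.14). Sitagliptin arrays above the vehicle mean numbered 10 of 10 for Chrna4, 9 of 10 for Hcn2, Chrnb2 and Pick1 and 8 of 10 for Gabrb2. Against control mice, Chrnb2 was called up-regulated in the sitagliptin group (log2 fold change 0.28, adjusted p = 0.034), with 9 of 10 arrays above every control array.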

In relation to the most enriched biological pathways, the specific heatmaps show clear differential expression patterns between both groups and also expose which genes belong to these pathways (Figure 5A–C).

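Lists of neuronal genes, written by function, stand here for neuronal terms in the comparison of sitagliptin-treated with vehicle-treated db/db mice. Genes of synaptic vesicle release were higher in 49 of 57 members (median log2 fold change 0.08, adjusted p = 3.71e-07 from limma's camera test), with 0 of 31 tested genes called by limma and 2 called when adjusted over the list alone. Ribbon synapse genes, which serve the tonic release of photoreceptors and bipolar cells, were higher in 16 of 19 members (adjusted p = 0.048). Genes of the postsynaptic scaffold were higher in 21 of 28 members (median 0.06, adjusted p = 0.027), and calcium channel genes in 18 of 25 (adjusted p = 0.035). Glutamate receptor genes were higher in 15 of 22 members (median 0.05, adjusted p = 0.119), genes of GABA and glycine receptors in 14 of 23 (adjusted p = 0.211) and potassium channel genes in 45 of 89 (adjusted p = 0.776), and these did not pass. With an estimated correlation, the adjusted p was 0.417 for vesicle release, 0.630 for the ribbon synapse and calcium channels and 0.462 for the postsynaptic scaffold. Outside the neuronal lists, glycolysis genes were higher in 18 of 20 members (median 0.12, adjusted p = 0.00076) and circadian clock genes in 13 of 17 (median 0.10, adjusted p = 0.010). Cytosolic ribosomal protein genes were lower in 49 of 60 members (median −0.04, adjusted p = 0.0012), genes of oxidative phosphorylation in 54 of 79 (adjusted p = 0.015) and olfactory receptor genes in 724 of 1091 (adjusted p = 0.0035). Markers of the retinal pigment epithelium were lower in 11 of 12 members (median −0.13, adjusted p = 0.0022). Of the 13 lists called, 1 was called with an estimated correlation, the paper's own list of genes of synapse formation.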

Reanalysis of the GO study, not only using the BP category but also incorporating the Molecular Function (MF) and Cellular Component (CC) categories and limiting the search to neuronal terms, confirmed the Reactome results (Figure 6A–C). An enrichment map of the most differentiated gene sets associated with synaptic transmission (BP category) can also be observed for the sitagliptin vs. vehicle comparison in Figure 6D.

### 2.4. Topical Administration of Sitagliptin Prevented DR-Induced Down-Regulation of Genes Related to Synapse Formation, Maintenance and Synaptic Transmission

Most differentiated genes from the top enriched terms are not the main regulators of these biological processes. In view of this, gene expression of other and more crucial proteins was also addressed. Diabetic mice, in comparison to db/+ control mice, presented a significant down-regulation of several genes related to synapse formation and maintenance (complement C1q-like 1 (*C1ql1*); kinesin family member 1B (*Kif1b*); KIF-1 binding protein (*Kif1bp*)), synaptic transmission at presynaptic level (amyloid beta precursor protein-binding family A member 1 (*Apba1*); complexin 1 (*Cplx1*); solute carrier family 17 member 7 (*Slc17a7*); synaptosome-associated protein 25 (*Snap25*); syntaxin-1A (*Stx1a*); syntaxin-binding protein 2, 4 and 6 (*Stxbp2*, *Stxbp4* and *Stxbp6*); synaptic vesicle glycoprotein 2B (*Sv2b*); synapsin I (*Syn1*); synaptophysin (*Syp*); synaptotagmin (*Syt1*); Unc-13 homolog A (*Unc13A*); vesicle-associated membrane protein 2 (*Vamp2*)) and postsynaptic level (calcium/calmodulin-dependent serine protein kinase (*Cask*); discs large MAGUK scaffold protein 2 and 4 (Dlg2 and Dlg4); glutamate ionotropic receptor AMPA-type subunit 1 (Gria1); glutamate ionotropic receptor NMDA-type subunit 1, 2B and 2D (Grin1, Grin2b and Grin2d)) (Figure 7A,B). Nevertheless, topical administration of sitagliptin in db/db mice significantly prevented these abnormal expression patterns (Figure 7A,B). In addition, STRING interactions between all the analyzed genes demonstrated the close relationship linking all of them (Figure 7C).

## 3. Discussion

In the context of shedding light on the mechanisms behind the beneficial effects that DPP-4i exerted on an experimental model of DR, we provide a preliminary and comparative study of the retinal transcriptomes of db/db mice topically treated with sitagliptin or vehicle. Our results evidence that neurotransmission, wherein sitagliptin has a protective role, is the main biological process affected by DR. 

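Synaptic gene sets did not separate vehicle-treated db/db mice from control mice on these arrays. The neuronal system had an NES of −1.08 (adjusted p = 0.87 from fgsea), with 41 of 101 genes higher in vehicle-treated mice and a median log2 fold change of −0.01. Transmission across chemical synapses had an NES of −0.81 (adjusted p = 1.00) and postsynaptic transmission one of −1.01 (adjusted p = 0.94). fgsea called 0 of 537 Reactome sets in this comparison, 32 had an unadjusted p under 0.05, and camera called 0 with a preset or an estimated correlation. Lipid digestion, mobilization and transport, which holds Fabp4 and Abca1, had the smallest p (NES 2.04, adjusted p = 0.060). The paper, which also reports lower RT-PCR levels of synaptic genes in vehicle-treated mice, concludes that neurotransmission is the main process that DR affects and that sitagliptin protects it.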

A detailed characterization of the genes involved in this improvement is also provided.

Proper functioning of retinal synapses is essential for the neural processing of visual perception. Any morphological change of synaptic terminals or protein content could impair neuronal behaviour and, consequently, the efficiency of the retina to sense and process light stimuli. DR has been widely associated with synaptic loss and with deficits in neurotransmitter release and uptake systems, leading to altered synaptic activity and electrophysiological abnormalities in the retina [12].

Using two different annotations databases (GO and Reactome) and under restrictive statistical conditions, the retinal GSEA revealed positive enrichment after sitagliptin treatment of multiple terms linked to synaptic transmission, such as: neuronal system, transmission across chemical synapses, neurotransmitters receptors and postsynaptic signal transmission, neurotransmitter transport, regulation of postsynaptic membrane potential, membrane trafficking, vesicle-mediated transport in synapse, axon guidance, etc. 

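The enrichment of synaptic sets in sitagliptin-treated db/db mice was present in each batch of arrays. The neuronal system had an NES of 1.66 (adjusted p = 0.018 from fgsea) in batch 1 and 1.899 (adjusted p = 0.0020) in batch 2. Transmission across chemical synapses had an NES of 1.78 (adjusted p = 0.0099) and 1.87 (adjusted p = 0.0045), and postsynaptic transmission one of 1.70 (adjusted p = 0.031) and 1.87 (adjusted p = 0.0077). When each of the 29 arrays was left out in turn, the NES stayed between 1.75 and 2.03 for the neuronal system, between 1.85 and 2.11 for transmission across chemical synapses and between 1.803 and 2.066 for postsynaptic transmission. Axon guidance had an NES of 1.69 (adjusted p = 0.017), GABA receptor activation one of 1.902 (adjusted p = 0.014) and glucose metabolism one of 1.83 (adjusted p = 0.016). For all 6 sets over all arrays, camera with an estimated correlation gave an adjusted p = 0.778. Markers of the retinal pigment epithelium moved the other way in the same mice. With their mean level as a covariate, the neuronal system had an NES of 1.64 (adjusted p = 0.0512).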

The neuroprotective role of DPP-4i in relation to eye complications, where synaptic transmission is altered, has been already reported. In a mouse model of retinitis pigmentosa, sitagliptin preserved presynaptic and postsynaptic elements and synaptic contacts between photoreceptors and bipolar/horizontal cells [13]. Furthermore, in type I diabetes STZ rats with continued hyperglycaemia, sitagliptin prevented neuronal cell death in the retina [8,14]. In both studies, sitagliptin was administered orally, and the effects can be attributed to the systemic improvement due to the lowering of blood glucose levels. Nevertheless, our group demonstrated that sitagliptin eye drops are able, in a non-glycaemia-dependent fashion, to significantly prevent the diabetes-induced synaptic failure that occurred in the retina of db/db mice, evidencing the intrinsic neuroprotective properties of DPP-4i [15]. Considering these previous studies, the GSEA results obtained reveal that, among the different beneficial effects of DPP-4i in DR models, retinal neuroprotection is the most relevant one. In addition, it seems that the retinal GLP-1/GLP-1R pathway is the main mediator of these neuroprotective effects [16]. Nonetheless, independent and synergic mechanisms of DPP-4i should not be ruled out [17].

Current evidence does not indicate any beneficial effect of the systemic administration of DDP-4i on DR in addition to their hypoglycemic action. In fact, systematic reviews and meta-analyses reported a neutral effect of DPP-4i on DR [18,19,20]. This can be explained because DPP-4i, and, in particular, sitagliptin, is unable to cross the blood–retinal barrier [21,22]. For this reason, we examined the effect of topical administration of sitagliptin. By using this route, sitagliptin was able to reach the retina and exert its effects independently from its capacity to lower blood glucose levels. In fact, this is an advantage because it permitted us to demonstrate the direct effect of the drug in the retina independently of metabolic control. It should be noted that the capacity of antidiabetic agents to lower blood glucose levels is a confounding factor in studies aimed at evaluating their potential effect in the development or progression of DR.

It is not entirely possible to elucidate the neuroprotective impact that dependent or independent GLP-1/GLP-1R pathways have; however, we provide a characterization of some potential targets of both mechanisms (direct or indirect targets). On the one hand, *C1ql1*, the most differentiated gene, codifies for a secreted protein that interacts with hippocampal receptors that promote spinogenesis, synaptogenesis and synaptic territory constitution, essential processes for a functional neuronal connectivity [23]. On the other hand, *Kif1bp* and *Kif1b* genes (top two and five) give rise to a KIF1B-KBP complex, necessary for proper axon elongation [24]. 

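C1ql1, which encodes a complement-like protein that neurons secrete at synapses, was up-regulated in sitagliptin-treated against vehicle-treated db/db mice by 0.51 on the log2 scale (SE 0.10, adjusted p = 0.035 from limma), or 1.43-fold. Its log2 level, with batch means removed, was 8.40 ± 0.20 (SD, n = 10) in control mice, 8.21 ± 0.23 (n = 9) in vehicle-treated mice and 8.72 ± 0.22 (n = 10) in sitagliptin-treated mice. It rose by 0.49 in batch 1 and by 0.54 in batch 2. All 10 sitagliptin arrays lay above the vehicle mean, and 7 lay above every vehicle array. The call was lost in batch 1 (adjusted p = 0.66), in batch 2 (0.11), without a batch term (0.19) and with each array centred on its median, and leaving out any of 11 single arrays left no gene called in this comparison. Against control mice, the sitagliptin group had a log2 fold change of 0.32 (adjusted p = 0.065) and the vehicle group one of −0.19 (adjusted p = 0.81), and neither passed.

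**Figure D3:**
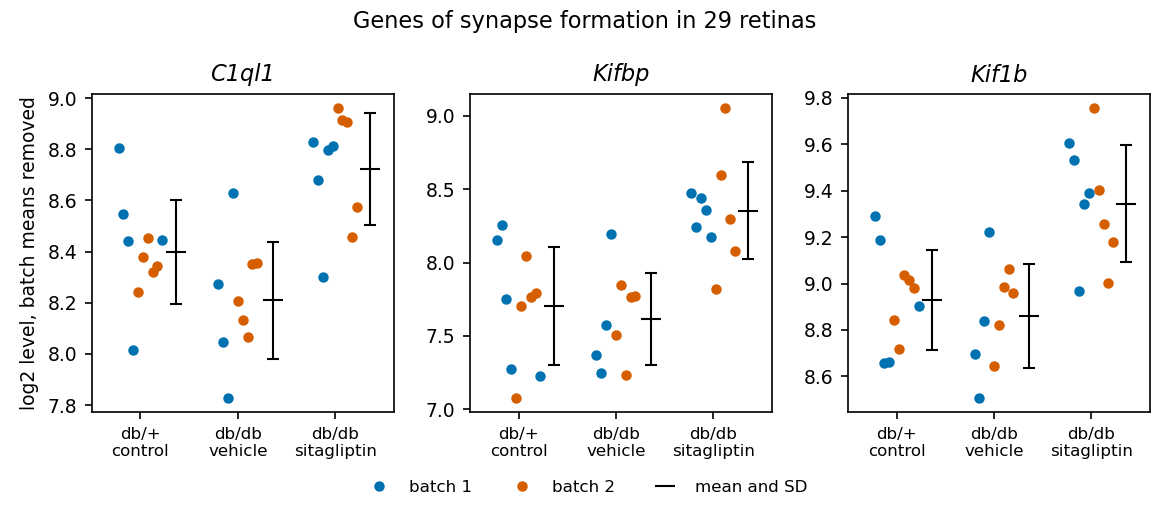
Log2 level of C1ql1, Kifbp and Kif1b (vertical axis, batch means removed) in control, vehicle-treated and sitagliptin-treated mice (horizontal axis), with one point per array coloured by batch and bars for mean and SD. The sitagliptin mean lies above the means of the other groups for all 3 genes.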

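Kifbp, the current symbol of Kif1bp, encodes a regulator of kinesin motors and was the gene with the largest change in sitagliptin-treated against vehicle-treated db/db mice, up-regulated by 0.74 on the log2 scale (SE 0.15, adjusted p = 0.035 from limma), or 1.67-fold. Its log2 level was 7.70 ± 0.40 (SD, n = 10) in control mice, 7.61 ± 0.31 (n = 9) in vehicle-treated mice and 8.35 ± 0.33 (n = 10) in sitagliptin-treated mice. Kif1b, which encodes the motor that carries synaptic vesicle precursors along axons, was up-regulated by 0.48 (SE 0.10, same adjusted p), or 1.40-fold, from 8.86 ± 0.22 to 9.34 ± 0.25, with 8.93 ± 0.22 in control mice. Kifbp rose by 0.74 in each batch, and Kif1b by 0.55 in batch 1 and 0.42 in batch 2, but neither gene was called in either batch alone, without a batch term or with each array centred on its median. For both genes, 10 of 10 sitagliptin arrays lay above the vehicle mean and 7 above every vehicle array. Both were also up-regulated against control mice, Kifbp by 0.65 (adjusted p = 0.013) and Kif1b by 0.42 (adjusted p = 0.023). Between vehicle-treated and control mice the log2 fold changes were −0.09 and −0.07 (adjusted p = 0.99 for both).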

The presence of three genes intimately linked to crucial functions of the neuronal system among the five most differentiated genes is a clear proof of the neuroprotective role of sitagliptin that cannot go unnoticed.

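As a group, C1ql1, Kifbp and Kif1b were higher in sitagliptin-treated than in vehicle-treated db/db mice (adjusted p = 2.96e-08 from limma's camera test, and adjusted p = 0.0082 with an estimated correlation), and 3 of 3 were called by limma, also when adjusted over the list alone. The study chose these genes on the same arrays, so the group test is not independent evidence. Retinal pigment epithelium markers were lower in the same comparison, and with their mean level as a covariate the log2 fold changes were 0.48 (SE 0.11) for C1ql1, 0.65 (SE 0.15) for Kifbp and 0.40 (SE 0.11) for Kif1b, with adjusted p = 0.22, 0.23 and 0.39, so that most of each change was kept and none was called. Between vehicle-treated and control mice, 0 of the 3 genes were called by limma and all 3 had negative log2 fold changes, with a camera adjusted p = 0.392.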

In addition, multiple genes involved in neurotransmitter uptake and release are up-regulated by sitagliptin (*Apba1*, *Cplx1*, *Slc17a7, Stxbp2*, *Stxbp4*, *Stxbp6*, *Sv2b* and *Unc13a*). 

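Of the presynaptic genes that the paper names, 14 were measured, and 13 of them were higher in sitagliptin-treated than in vehicle-treated db/db mice, with a median log2 fold change of 0.16 (adjusted p = 1.34e-05 from limma's camera test, and adjusted p = 0.417 with an estimated correlation). limma called 0 of the 9 that were among the genes tested, and 6 of the 14 passed when adjusted over the list alone. The study chose 8 of the 14 on these samples, so these are not independent evidence, and added Snap25, Stx1a, Syn1, Syp, Syt1 and Vamp2 as well-known genes of the process. Apba1, an adaptor of vesicle docking, had a log2 fold change of 0.34 (SE 0.08, adjusted p = 0.064 over all genes and 0.0017 over the list alone). Stxbp2, a partner of syntaxins, had one of 0.33 (SE 0.10, adjusted p = 0.12 and 0.014). Stxbp6, Stxbp4 and Unc13a, which regulate the SNARE complex, had log2 fold changes of 0.27, 0.25 and 0.22 (adjusted p = 0.19, 0.20 and 0.20 over all genes, and 0.022 for each over the list alone), and Syt1, outside the genes tested, had one of 0.16 (0.022 over the list alone). Slc17a7, the vesicular glutamate transporter, had one of 0.22 (adjusted p = 0.30 and 0.064). Sitagliptin arrays above the vehicle mean numbered 10 of 10 for Apba1, Stxbp2 and Stxbp4, 9 of 10 for Stxbp6 and Unc13a and 8 of 10 for Slc17a7. Cplx1 and Sv2b had log2 fold changes of 0.09 and 0.08 (0.33 and 0.41 over the list alone), and neither passed. Without vehicle array 15, Apba1 (adjusted p = 0.019) and Stxbp2 (adjusted p = 0.032) were called up-regulated, and neither was called in any of the other 6 alternatives run for single genes, where the adjusted p of Apba1 reached 0.66. Retinal pigment epithelium markers were lower in the same arrays.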

The proteins that these genes codify are responsible for vesicle biogenesis, mobilization, docking, fusion and recycling [25]. Nevertheless, they are not the most characterized proteins of this biological process, and, therefore, in our RT-PCR validation, we also assessed the mRNA levels of *Snap25*, *Stx1a*, *Syn1*, *Syp*, *Syt1* and *Vamp2*. The core of the neurotransmitter release machinery is composed of the N-ethylmaleimide-sensitive factor attachment protein (SNAP) receptors (SNAREs) syntaxin-1 (*Stx1a*), SNAP-25 (*Snap25*) and synaptobrevin (*Vamp2*), which form the SNARE complex, a four-helix bundle that brings close both vesicle and plasma membrane for proper vesicle docking and fusion. Munc-18 (*Stxbp2*, *Stxbp4*, *Stxbp6*) and Munc-13 (*Unc13a*) modulate SNARE complex formation. Munc-18 binds to a “closed” conformation of syntaxin-1 and to synaptobrevin to stabilize the assembly of the SNARE complex. Munc-13 is responsible for syntaxin-1 “opening” and permits vesicle binding to the plasma membrane [26]. Mint-1 (*Apba1*) mediates the function of Munc-18 [27]. Synaptotagmin 1 (*Syt1*) is a transmembrane protein present in synaptic vesicles which senses and couples Ca^2+^ influx to synchronize neurotransmitter releases. The role of complexin I (*Cplx1*) is not well understood, but it has been related to vesicle fusion [28]. Synaptophysin (*Syp*) is the most abundant synaptic protein, and it modulates the endocytosis of synaptic vesicles [29]. Synapsin I (*Syn1*) orchestrates the reserve pool of synaptic vesicles available for exocytosis and organises the abundance of vesicles at presynaptic terminals [30,31]. Synaptic vesicle glycoprotein 2B (SV2B) (*Sv2b*) stabilizes the vesicle content, maintains and orients the releasable pool of vesicles and modulates vesicular calcium sensitivity to coordinate efficient neurotransmitter release [32]. Finally, vesicular glutamate transporter 1 (VGLUT1) (*Slc17a7*) refills presynaptic recycling vesicles with glutamate, the major excitatory transmitter in the retina, the excitotoxicity of which is a hallmark of DR [33].

Not only genes related to neurotransmitter uptake and release but also genes linked to the next biological step, the postsynaptic processing, have been found. In our transcriptomic analysis, we detected that sitagliptin up-regulates genes that codify for three different subunits of the glutamate ionotropic receptor (N-methyl-D-aspartate) NMDA (*Grin1*, *Grin2b*, *Grin2d*), one subunit of the glutamate α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptor (*Gria1*), two different postsynaptic density proteins (PSD) (*Dlg2*, *Dlg4*) and the calcium/calmodulin-dependent serine protein kinase (CASK) (*Cask*). 

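Of the 7 postsynaptic genes that the paper names, 6 have a named row here, and 5 of them were higher in sitagliptin-treated than in vehicle-treated db/db mice, with a median log2 fold change of 0.09. limma called 0 of the 4 that were among the genes tested, 0 passed when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.0835, and 0.462 with an estimated correlation). Dlg2, which encodes the scaffold protein PSD-93, had a log2 fold change of 0.17 (adjusted p = 0.50), and Grin2b, a subunit of the NMDA receptor, one of 0.13 (adjusted p = 0.38). Dlg4 had a log2 fold change of 0.09, Gria1 of 0.09, Grin2d of 0.07 and Cask of −0.00. Sitagliptin arrays above the vehicle mean numbered 8 of 10 for Dlg2, Grin2b and Dlg4.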

Glutamate interacts with both ionotropic and metabotropic receptors to activate and mediate postsynaptic responses. AMPA and NMDA receptors are crucial modulators of synaptic plasticity, the dysregulation of which leads to neurodegenerative processes, including DR [34,35]. PSD-93, PSD-95 and CASK, codified by *Dlg2*, *Dlg4* and *Cask*, respectively, are postsynaptic scaffolding proteins that regulate the synaptic localization of many receptors, channels and signalling proteins [36,37].

In the RT-PCR assay, we found that db/db mice treated with the vehicle, in comparison to non-diabetic animals, presented a down-regulation of all the studied proteins involved in synapse formation, maintenance, neurotransmitter release and postsynaptic response. Sitagliptin eye drops preserved the levels of all these proteins, which reflects its beneficial and significant impact on the retinal neuronal system. As a proper content of synaptic proteins is necessary for the functionality of the retina, we can assume that the results obtained in the present study represent the underlying mechanisms behind the functional recovery (ERG) that we previously reported [8].

It is important to notice the several enriched pathways from our transcriptomic analysis that demonstrate the multiple beneficial effects of DPP-4i not only related to neuroprotection, but also associated with anti-inflammatory or anti-angiogenic properties. 

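Genes of inflammation and of angiogenesis did not differ as groups between sitagliptin-treated and vehicle-treated db/db mice. Inflammation genes were lower in 17 of 27 members (median log2 fold change −0.03, adjusted p = 0.456 from limma's camera test), with 0 of 6 tested genes called by limma and 0 when adjusted over the list alone. Microglia markers were lower in 11 of 17 members (adjusted p = 0.641) and genes of reactive gliosis in 11 of 17 (median −0.05, adjusted p = 0.132). Angiogenesis genes were higher in 14 of 27 members (median 0.00, adjusted p = 0.776), with 0 of 12 tested genes called by limma and 1 when adjusted over the list alone. Flt1, a receptor of vascular endothelial growth factor, had a log2 fold change of 0.27 (SE 0.07, adjusted p = 0.097). Sirpa, an inhibitory receptor of myeloid cells and neurons, was up-regulated by 0.30 (SE 0.06, adjusted p = 0.035). Against control mice, inflammation genes were lower in 20 of 27 members in the sitagliptin group (adjusted p = 0.160). The Reactome set of DAP12 signaling, an activating pathway of microglia and natural killer cells, had an NES of 1.68 (adjusted p = 0.034 from fgsea). Antigen presentation by class I MHC had an NES of −1.81 (adjusted p = 0.026), and neither set passed camera with an estimated correlation (adjusted p = 0.778).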

Further analysis specifically addressed to confirm this issue is needed.

In summary, topical administration of sitagliptin had neuroprotective effects in an experimental model of DR by preventing the dysregulation of pre- and postsynaptic proteins and other molecules involved in synapse formation and maintenance. This evidence could represent an important approach for the great unmet medical need that diabetic retinopathy represents and even for other retinal diseases in which neurodegeneration/synaptic abnormalities play a key role.

## 4. Materials and Methods

### 4.1. Mice

A total of 24 diabetic male db/db (BKS.Cg-Dock7m +/+ Leprdb/J) mice and 12 non-diabetic mice (db/+; (BKS.Cg-Dock7m + Leprdb/+)) aged 7 weeks were obtained from Charles River Laboratories Inc. (Calco, Italy) for the study. Db/db mice carry a mutated leptin receptor that leads to obesity-induced type 2 diabetes. Animals were bred and maintained in VHIR’s animal facility. Animals had free access to ad libitum food (ENVIGO Global Diet Complete Feed for Rodents, Mucedola, Milan, Italy) and filtered water. In order to minimize variability, animals were randomly housed (block randomization) in groups of 2 mice per cage in Tecniplast GM-500 cages (36 × 19 × 13.5 cm) under standard laboratory conditions at 22 ± 2 °C, with a 12 h light/dark cycle and relative humidity of 50–60%. Each cage held absorbent bedding and nesting material (BioFresh Performance Bedding 1/800 Pelleted Cellulose, Absorption Corp, Ferndale, WA, USA). Blood glucose levels were measured weekly through tail vein sampling (glucose assay kit; Abbott, IL, USA).

All accomplished experiments with animals were adjusted in compliance with European Community (86/609/CEE) and ARVO (Association for Research in Vision and Ophthalmology) tenets for the use of laboratory animals. This study was approved by the Animal Care and Use Committee of Vall d’Hebron Research Institute (VHIR) (CEEA 75/15).

### 4.2. Interventional Study

At the age of 10 weeks, sitagliptin (sitagliptin phosphate monohydrate (Y0001812, Merck KGaA, Darmstadt, Germany)) eyedrops (10 mg/mL; *n* = 12) and vehicle (phosphate-buffered saline (PBS)) eyedrops (*n* = 12) were randomly administered twice per day directly onto the superior corneal surface of each eye of diabetic mice with the aid of a micropipette (5 µL). On day 15, animals (12 weeks of age) received one drop of sitagliptin or vehicle 1 h before euthanasia. Twelve non-diabetic mice, matched by age, were used as a control group.

### 4.3. Retinal Tissue Processing

On day 15, each animal received a 200 µL intraperitoneal injection of anesthesia prepared with a mix containing 1 mL ketamine (GmbH, Hameln, Germany) and 0.3 mL xylazine (Laboratorios Calier S.A., Barcelona, Spain). Eyes were rapidly enucleated, and the neuroretinas were dissected. The neuroretina of each animal was directly stored in an empty tube at −80 °C for transcriptomic experiments. The neuroretinas were introduced in individual tubes with 140 µL of TRIzol reagent (15596018, Invitrogen^TM^, Carlsbad, CA, USA) until RNA extraction. For the RNA extraction, neuroretinas were treated with DNase (18068015, ThermoFisher Scientific, Waltham, MA, USA) to remove genomic contamination and were purified on RNeasy MinElute column (74106, Qiagen, Hilden, Germany). After supernatant elimination, RNA sediment was obtained and resuspended in 30 µL of RNAse free water (AM9937, ThermoFisher Scientific, Waltham, MA, USA). An Agilent 2100 Bioanalyzer and a NanoDrop Spectrophotometer were used for sample integrity and quantity, respectively.

### 4.4. Transcriptome Analysis

The data for the analysis were obtained from Genomic’s UAT core facility at VHIR, where the microarrays were performed. The study was based on 30 samples (the 10 highest quality RNA samples of each group) hybridized in Clariom S Mouse Arrays (ThermoFisher Scientific, Waltham, MA, USA). Bioinformatics analysis was carried out in the Statistics and Bioinformatics Unit (UEB) at VHIR. Quality approaches (principal component analysis (PCA), hierarchical clustering and heatmaps depicting distances between arrays) were performed before normalization. Any sample was excluded. All samples were normalized following the robust microchip average (RMA) algorithm [38,39]. PCA and hierarchical clustering quality controls were assessed again, and one outlier from the vehicle group was excluded. Using principal variance component analysis (PVCA), we estimated that the main cause of variance was the batch effect. 

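Batch separated the arrays along the first principal component of the 7100 genes tested, which held 42.0% of the variance (permutation test, p = 1e-05, the smallest p that the resamples can give). Batch accounted for 29.7% of the variance averaged over these genes, the groups for 7.98% and the residual for 62.0%. Over both batches, control, vehicle and sitagliptin mice had means of 0.90, 3.25 and −3.82 along that component. With batch held fixed, this difference did not pass (permutation p = 0.061, adjusted p = 0.12). Between batches 4352 of the 7100 genes differed in limma, 2106 of them higher in batch 2. A term for a different group effect in each batch called 0 genes in limma, with 311 genes at an unadjusted p under 0.05 for vehicle vs. control, 301 for sitagliptin vs. control and 130 for sitagliptin vs. vehicle, where chance gives 355.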

The analysis to select differentially expressed genes (DEG) was based on adjusting a linear model with empirical Bayes moderation of the variance, including a batch factor to adjust batch effects. This is a technique similar to ANOVA specifically developed for microarray data analysis by Gordon K Smyth [40]. *p*-values were adjusted to obtain strong control over the false discovery rate using the Benjamini and Hochberg method. Statistical significance was set at 0.05 for adjusted *p*-values. The analysis of biological significance was based on gene set enrichment analysis (GSEA) using clusterProfiler package in R/Bioconductor [41], which implements the GSEA algorithm proposed by Subramanian [11]. In GSEA, the genes can be ordered in a ranked list according to their differential expression between the classes using different annotation databases (Gene Ontology (GO) and Reactome Pathway Knowledge base). The statistical analysis was performed using the statistical language “R” (R, version 3.5.1 (2 July 2018), copyright (C) 2018, The R Foundation for Statistical Computing) and the libraries developed for the microarray analysis in the Bioconductor Project (www.bioconductor.org) (accessed on 18 October 2021). Functional association networks were constructed and annotated using STRING version 11.5 (https://string-db.org/) (accessed on 18 October 2021). The *Mus musculus* genome was used as background genome. The data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE219084 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219084).

### 4.5. cDNA Reverse Transcription and Quantitative Reverse Transcription Polymerase Chain Reaction (RT-PCR) Assay

According to the manufacturer’s instructions, cDNA reverse transcription was performed in a T100 Thermal Cycler (Bio-Rad, Hercules, CA, USA) using a High-Capacity cDNA Reverse Transcription Kit (4368814, ThermoFisher Scientific, Waltham, MA, USA) and Oligo(dT)18 Primer (SO131, ThermoFisher Scientific, Waltham, MA, USA). RT-PCR was carried out using SYBR Green PCR Master Mix (4309155, Applied Biosystems, Warrington, UK) and a 7.900 HT Sequence Detection System in 384-well optical plates with specific primers (displayed in Table 2). Relative quantities were calculated using the ABI SDS 2.4 RQ software and presented as a ratio between them and the endogenous controls (*B2m* and *Actin*).

### 4.6. Statistical Analysis of RT-PCR

Data are presented as mean ± SEM. Statistical evaluations were performed with Student’s unpaired *t*-test for RT-PCR. When multiple comparisons were performed, one-way ANOVA followed by the Bonferroni test was used. Statistical significance was set at *p* < 0.05.

## 5. Conclusions

This work indicates that the prevention of synaptic abnormalities plays a key role in the reported beneficial effects of topical (eye drops) administration of sitagliptin. These results, in addition to its already demonstrated ability to reduce inflammation, glial activation and vascular leakage, suggest that topical administration of sitagliptin may become a new therapeutic strategy against early stages of DR.

## Figures and Tables

**Figure 1:**
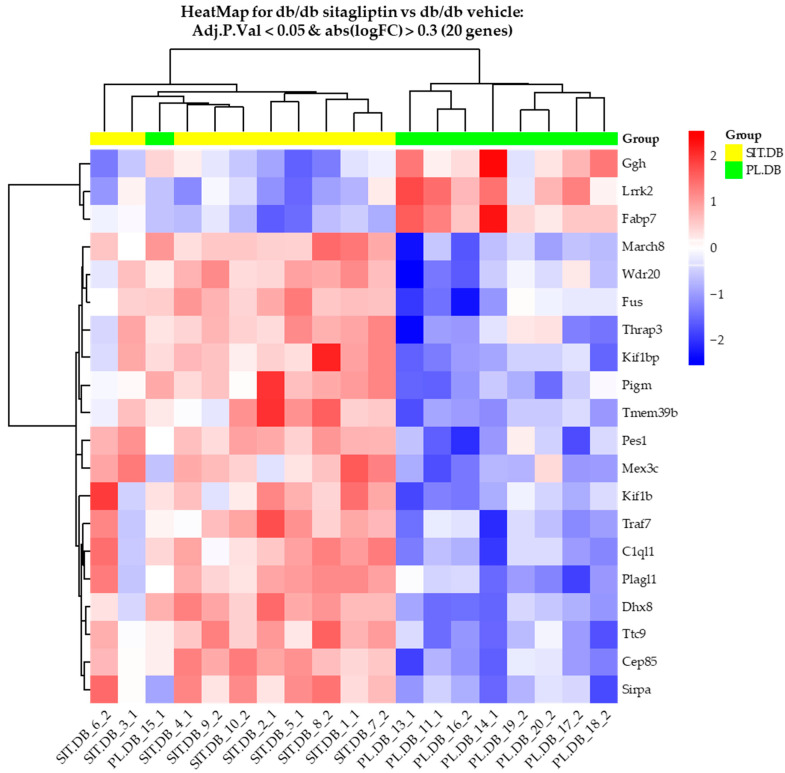
Comparison of retinal expression patterns between sitagliptin-treated and vehicle-treated db/db mice. (**A**) HeatMap for comparison of sitagliptin-treated db/db mice and vehicle-treated db/db mice with genes with an adjusted *p*-value of less than 0.05 and an absLogFC greater than 0.3 (20 genes). High and low row z-scores are represented in red and blue, respectively (*n* = 10).

**Figure 2:**
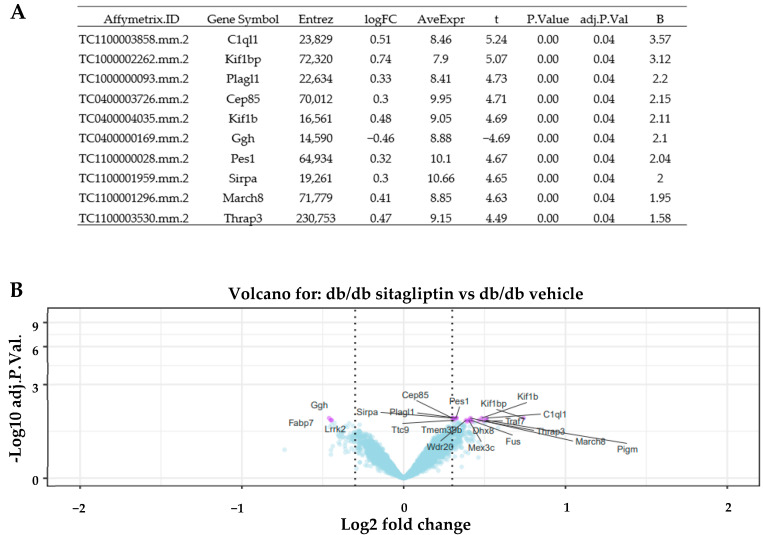
Most differentiated genes. (**A**) Table of top 10 genes more differentially expressed in the comparison between vehicle-treated and sitagliptin-treated mice. AveExpr is the average expression of the gene across all the arrays in log2 scale. t is a “moderated-t” statistic similar to the usual Student’s t statistic (*n* = 10). (**B**) Volcano plot of db/db sitagliptin and db/db vehicle comparison. Genes are shown in purple when adjusted *p*-value was under 0.05, and absolute logarithmic fold change was above 0.3. Gene symbols are shown for the top 20 most significant genes (*n* = 10).

**Figure 3:**
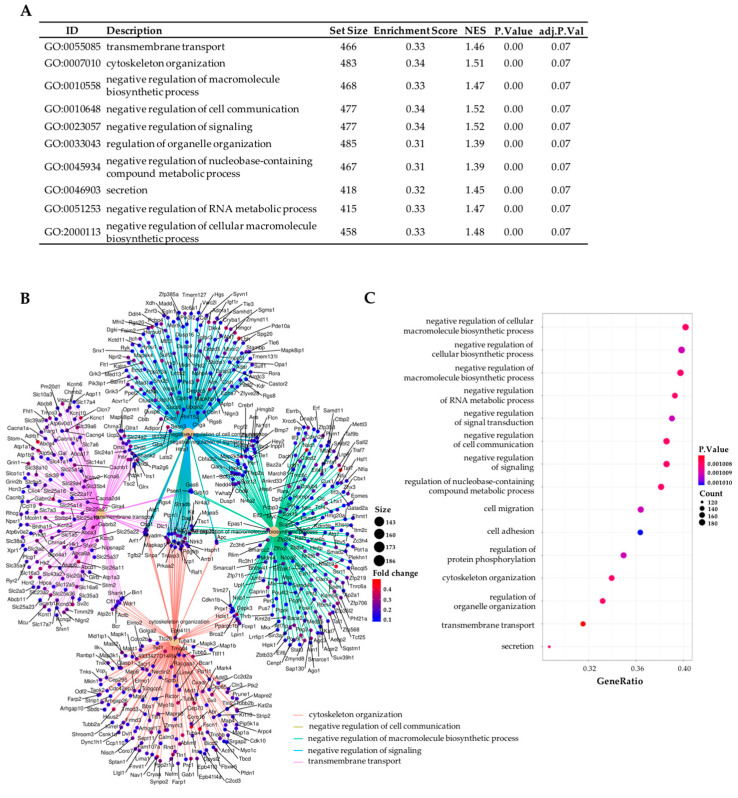
Enrichment analysis of the transcriptome study between vehicle-treated db/db mice and db/db mice treated with sitagliptin using the GO Database (BP subcategory). (**A**) Table of top 10 enriched GO terms (BP) for the comparison “db/db sitagliptin vs. db/db vehicle”. (**B**) Network plot of the top five enriched GO term (BP) for “db/db sitagliptin vs. db/db vehicle”. (**C**) Dot plot of the top 15 enriched GO terms (BP) for the “db/db sitagliptin vs. db/db vehicle” comparison. Results were adjusted with a *p*-value less than 0.25 The results shown correspond to the top enriched terms with an adjusted *p*-value < 0.07.

**Figure 4:**
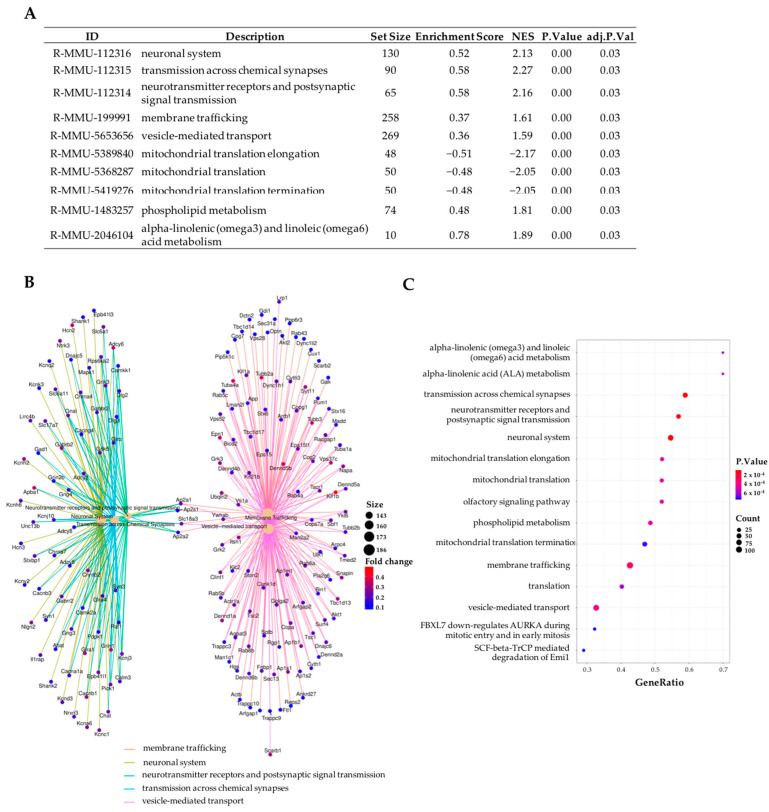
Enrichment analysis of the transcriptome comparison between vehicle-treated db/db mice and db/db mice treated with sitagliptin using the Reactome Pathway Database. (**A**) Table of the top 10 enriched pathways (Reactome Pathway Database) for the comparative study “db/db sitagliptin vs. db/db vehicle”. (**B**) Network plot of the top five enriched pathways for the comparison between db/db sitagliptin and db/db vehicle conditions (Reactome Pathway Database). (**C**) Dot plot of the top 15 enriched pathways (Reactome Pathway Database). The results shown correspond to the top enriched terms with an adjusted *p*-value < 0.05.

**Figure 5:**
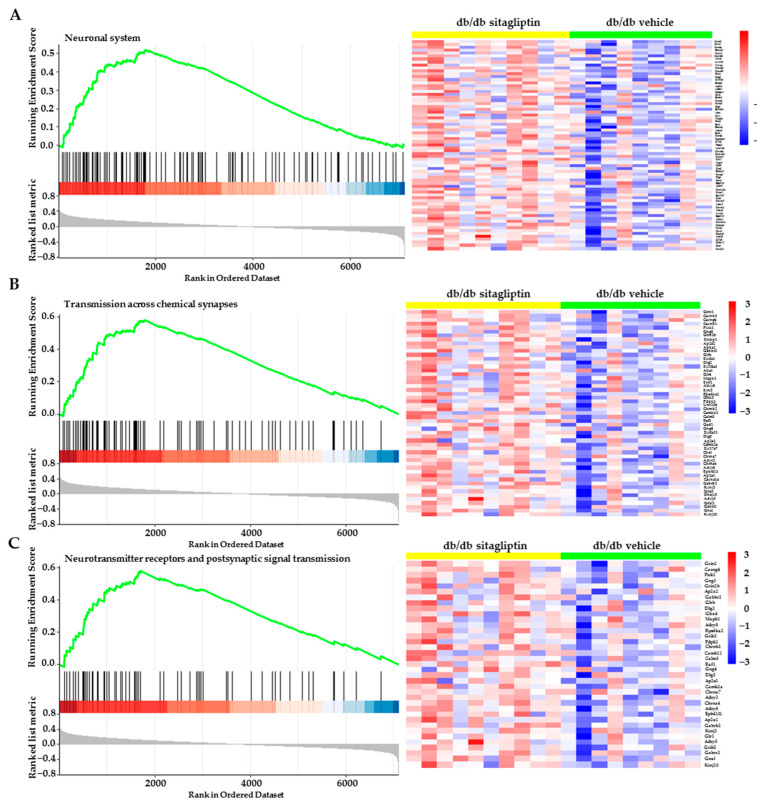
Gene set enrichment analysis (GSEA). (**A**–**C**) Heatmaps of the most enriched neurotransmission-related pathways between vehicle-treated db/db mice and sitagliptin-treated db/db mice.

**Figure 6:**
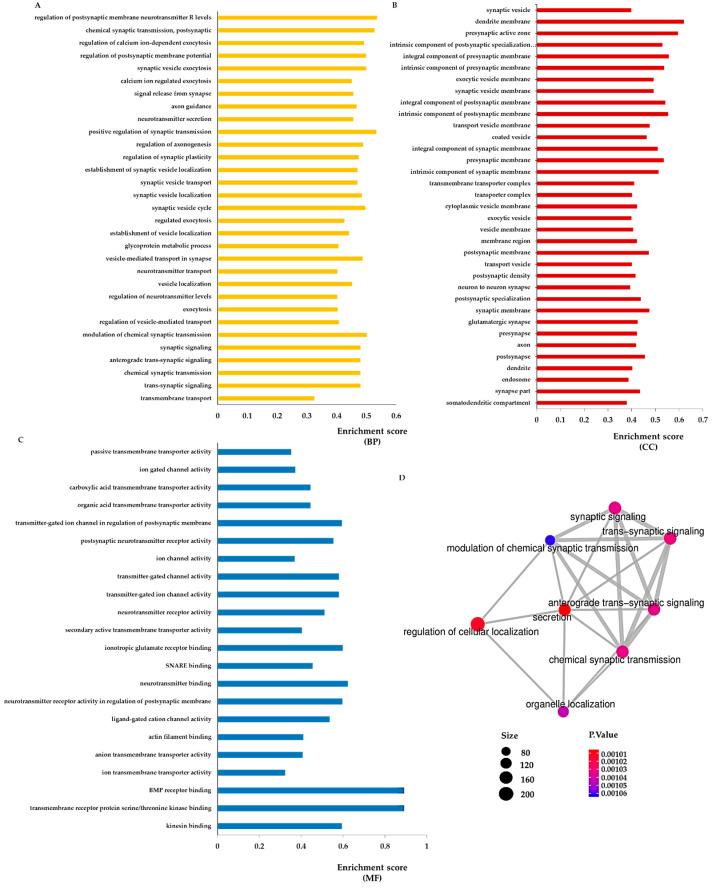
Sitagliptin-enhanced pathways related to synaptic transmission. (**A**–**C**) Most enriched terms involved in neurotransmission between sitagliptin-treated db/db mice and db/db mice treated with vehicle using the GO database (Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) subcategories, respectively) (*p*-value < 0.005). X-axis shows the enrichment score in each category. (**D**) Cluster related to synaptic transmission from the GO enrichment map of the top 60 enriched terms (BP) between db/db sitagliptin and db/db vehicle.

**Figure 7:**
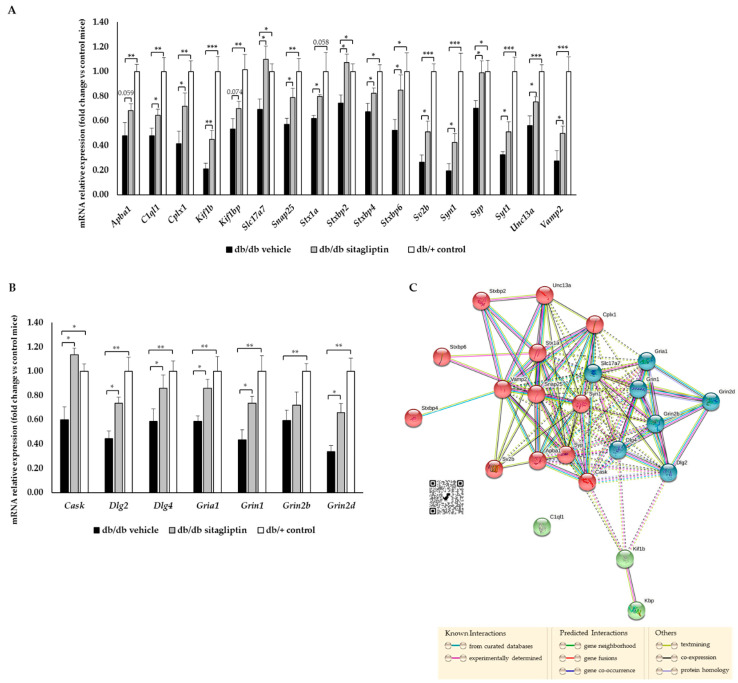
Study of gene expression. (**A**) RT-PCR analysis of genes related to synapse formation and neurotransmission at presynaptic level in db/db mice treated with vehicle (black bars) or sitagliptin eye drops (gray bars) and in non-diabetic mice (white bars) (*n* = 4). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**B**) RT-PCR analysis of genes associated with neurotransmission at postsynaptic level in db/db mice treated with vehicle (black bars) or sitagliptin eye drops (gray bars) and in non-diabetic mice (white bars) (*n* = 4). * *p* < 0.05, ** *p* < 0.01. (**C**) Gene interactions of studied genes (STRING ver. 11.5). The red cluster displays genes related to presynaptic proteins, the blue cluster displays those related to postsynaptic proteins and green cluster displays those related to proteins involved in synapse formation. Dashed lines represent interactions between genes from different clusters, while solid lines are the interactions of genes of the same cluster.

**Table 1:** Multiple comparisons of DEGs between groups. Summary table of the number of DEGs acquired for each comparison at distinct significance thresholds (green: db/db sitagliptin vs. db/+ control; red: db/db vehicle vs. db/+ control; blue: db/db sitagliptin vs. db/db vehicle) (*n* = 10).

	db/db Sitagliptin vs. db/+ Control	db/db Vehicle vs. db/+ Control	db/db Sitagliptin vs. db/db Vehicle
UpReg_B	65	15	33
DownReg_B	20	13	9
UpRegAdj0.01	18	5	0
DownRegAdj0.01	6	3	0
UpRegAdj0.05	108	10	17
DownRegAdj0.05	33	9	3
UpRegAdj0.15	369	16	185
DownRegAdj0.15	122	14	65
UpRegAdj0.25	728	24	494
DownRegAdj0.25	291	19	195
UpRegP0.01	363	71	275
DownRegP0.01	116	56	96
UpRegP0.05	852	218	82
DownRegP0.01	376	223	329

**Table 2:** Primers used for RT-PCR.

Primers		Nucleotide Sequence
*Actb*	Forward (5′-3′)	5′-CTAAGGCCAACCGTGAAAG -3′
	Reverse (5′-3′)	5′-CAGTATGTTCGGCTTCCCATTC-3′
*Apba1*	Forward (5′-3′)	5′-GGTGCTGAGTCATCAAGCATAC-3′
	Reverse (5′-3′)	5′-GAACTTCAACGTAGGTTGGGAA-3′
*B2m*	Forward (5′-3′)	5′-GTATGCTATCCAGAAAACCC-3′
	Reverse (5′-3′)	5′-CTGAAGGACATATCTGACATC-3′
*C1ql1*	Forward (5′-3′)	5′-GGCACCTACTTTTTCACCTACC-3′
	Reverse (5′-3′)	5′-AGTCGTAGTTCTGGTCTGCAT-3′
*Cask1*	Forward (5′-3′)	5′-TGAAGAAGTAGTCAAACTGCCAG-3′
	Reverse (5′-3′)	5′-TTTGTCCCGTACATTGCATCC-3′
*Cplx1*	Forward (5′-3′)	5′-AGTTCGTGATGAAACAAGCCC-3′
	Reverse (5′-3′)	5′-TCTTCCTCCTTCTTAGCAGCA-3′
*Dlg2*	Forward (5′-3′)	5′-CTGTCACGAGGCAGGAAATAAA-3′
	Reverse (5′-3′)	5′-CGACTTCGTAGTCACGCTTTG-3′
*Dlg4*	Forward (5′-3′)	5′-TGAGATCAGTCATAGCAGCTACT-3′
	Reverse (5′-3′)	5′-CTTCCTCCCCTAGCAGGTCC-3′
*Gria1*	Forward (5′-3′)	5′-AAAGGAGTGTACGCCATCTTTG-3′
	Reverse (5′-3′)	5′-TGTCAACGGGAAAACTTGGAG-3′
*Grin1*	Forward (5′-3′)	5′-ATGCACCTGCTGACATTCG-3′
	Reverse (5′-3′)	5′-TATTGGCCTGGTTTACTGCCT-3′
*Grin2b*	Forward (5′-3′)	5′-GCCATGAACGAGACTGACCC-3′
	Reverse (5′-3′)	5′-GCTTCCTGGTCCGTGTCATC-3′
*Grin2d*	Forward (5′-3′)	5′-GCTGCGAGACTATGGCTTCC-3′
	Reverse (5′-3′)	5′-CCAGTGACGGGTTTACCAGAAA-3′
*Kif1b*	Forward (5′-3′)	5′-GTCAATCGAATGAACGACCTGG-3′
	Reverse (5′-3′)	5′-GCCGATGCAAAAAGTTGAACTG-3′
*Kif1bp*	Forward (5′-3′)	5′-TCTTGACCCGACTGAGCATTT-3′
	Reverse (5′-3′)	5′-ATAATGAGCGGCCTTCTCGAA-3′
*Slc17a7*	Forward (5′-3′)	5′-GGTGGAGGGGGTCACATAC-3′
	Reverse (5′-3′)	5′-AGATCCCGAAGCTGCCATAGA-3′
*Snap25*	Forward (5′-3′)	5′-CAACTGGAACGCATTGAGGAA-3′
	Reverse (5′-3′)	5′- GGCCACTACTCCATCCTGATTAT-3′
*Stx1a*	Forward (5′-3′)	5′-CGCTGTCCCGAAAGTTTGTG-3′
	Reverse (5′-3′)	5′-GTGTCTGGTCTCGATCTCACT-3′
*Stxbp2*	Forward (5′-3′)	5′-AAGGCGGTGGTAGGGGAAA-3′
	Reverse (5′-3′)	5′-CAACAGGATGACAAGATTCGCA-3′
*Stxbp4*	Forward (5′-3′)	5′-ACAGGTCTAGGTCTGAAGATCC-3′
	Reverse (5′-3′)	5′-CATCCTTGTAACAGTCACCTCC-3′
*Stxbp6*	Forward (5′-3′)	5′-CTCTTGATGAAAGAATGCTGGGA-3′
	Reverse (5′-3′)	5′-TGACCTTCGTGATAGATGCCT-3′
*Sv2b*	Forward (5′-3′)	5′-AGGTATCGGGACAACTATGAGG-3′
	Reverse (5′-3′)	5′-GCCTTCTGTAACATCGCTCTGT-3′
*Syn1*	Forward (5′-3′)	5′-AATCACAAAGAGATGCTCAG-3′
	Reverse (5′-3′)	5′-GGACACGCACATCATATTTAG-3′
*Syp*	Forward (5′-3′)	5′-TGCCAACAAGACGGAGAGTG-3′
	Reverse (5′-3′)	5′-TAGTGCCCCCTTTAACGCAG-3′
*Syt1*	Forward (5′-3′)	5′-ACCCTGGGCTCTGTATCCC-3′
	Reverse (5′-3′)	5′- CCCTGACCACTGAGTGCAAA-3′
*Unc13A*	Forward (5′-3′)	5′-GCTGTGCGTGGGAGTCAAA-3′
	Reverse (5′-3′)	5′-CAGCTATGGTAGTGCTCTTCA-3′
*Vamp2*	Forward (5′-3′)	5′-ATCATCGTTTACTTCAGCAC-3′
	Reverse (5′-3′)	5′-TGAAAGATATGGCTGAGAGG-3′

## Data Availability

The raw data of this manuscript are in the GEO repository. Accession “GSE219084” is currently private and is scheduled to be released on 30 November 2025. When the manuscript is published, it will be changed to open access.

## References

[1] Leasher J.L., Bourne R.R., Flaxman S.R., Jonas J.B., Keeffe J., Naidoo K., Pesudovs K., Price H., White R.A., Wong T.Y. (2016). Vision Loss Expert Group of the Global Burden of Disease Study. Global estimates on the number of people blind or visually impaired by diabetic retinopathy: A meta-analysis from 1990 to 2010. Diabetes Care.

[2] Wong T.Y., Cheung C.M., Larsen M., Sharma S., Simó R. (2016). Diabetic retinopathy. Nat. Rev. Dis. Primers.

[3] Simó R., Hernández C. (2015). Novel approaches for treating diabetic retinopathy based on recent pathogenic evidence. Prog. Retin. Eye Res..

[4] Solomon S.D., Chew E., Duh E.J., Sobrin L., Sun J.K., VanderBeek B.L., Wykoff C.C., Gardner T.W. (2017). Diabetic Retinopathy: A Position Statement by the American Diabetes Association. Diabetes Care.

[5] Simó R., Stitt A.W., Gardner T.W. (2018). Neurodegeneration in diabetic retinopathy: Does it really matter?. Diabetologia.

[6] Simó R., Simó-Servat O., Bogdanov P., Hernández C. (2021). Neurovascular Unit: A New Target for Treating Early Stages of Diabetic Retinopathy. Pharmaceutics.

[7] Salcedo I., Tweedie D., Li Y., Greig N.H. (2012). Neuroprotective and neurotrophic actions of glucagon-like peptide-1: An emerging opportunity to treat neurodegenerative and cerebrovascular disorders. Br. J. Pharmacol..

[8] Hernández C., Bogdanov P., Solà-Adell C., Sampedro J., Valeri M., Genís X., Simó-Servat O., García-Ramírez M., Simó R. (2017). Topical administration of DPP-IV inhibitors prevents retinal neurodegeneration in experimental diabetes. Diabetologia.

[9] Hernández C., Bogdanov P., Corraliza L., García-Ramírez M., Solà-Adell C., Arranz J.A., Arroba A.I., Valverde A.M., Simó R. (2016). Topical administration of GLP-1 receptor agonists prevents retinal neurodegeneration in experimental diabetes. Diabetes.

[10] Röhrborn D., Wronkowitz N., Eckel J. (2015). DPP4 in Diabetes. Front. Immunol..

[11] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[12] Barber A.J., Baccouche B. (2017). Neurodegeneration in diabetic retinopathy: Potential for novel therapies. Vision. Res..

[13] Kutsyr O., Arango-Gonzalez B., Fernandez-Sanchez L., Maneu V., Lax P., Ambrosio A.F., Ueffing M., Cuenca N. (2019). Dipeptidyl deptidase-IV inhibition by sitagliptin slows down retinal neurodegeneration in rd10 mice retinas. Investig. Ophthalmol. Vis. Sci..

[14] Gonçalves A., Marques C., Leal E., Ribeiro C.F., Reis F., Ambrósio A.F., Fernandes R. (2014). Dipeptidyl peptidase-IV inhibition prevents blood-retinal barrier breakdown, inflammation and neuronal cell death in the retina of type 1 diabetic rats. Biochim. Biophys. Acta.

[15] Ramos H., Bogdanov P., Sabater D., Huerta J., Valeri M., Hernández C., Simó R. (2021). Neuromodulation Induced by Sitagliptin: A New Strategy for Treating Diabetic Retinopathy. Biomedicines.

[16] Zhang Y., Liu Y., Xu J., Sun Q., Yu F., Cheng J., Peng B., Liu W., Xiao Z., Yin J. (2018). Inhibition of DPP4 enhances inhibitory synaptic transmission through activating the GLP-1/GLP-1R signaling pathway in a rat model of febrile seizures. Biochem. Pharmacol..

[17] Dietrich N., Kolibabka M., Busch S., Bugert P., Kaiser U., Lin J., Fleming T., Morcos M., Klein T., Schlotterer A. (2016). The DPP4 inhibitor linagliptin protects from experimental diabetic retinopathy. PLoS ONE.

[18] Chung Y.R., Ha K.H., Kim H.C., Park S.J., Lee K., Kim D.J. (2019). Dipeptidyl Peptidase-4 Inhibitors versus Other Antidiabetic Drugs Added to Metformin Monotherapy in Diabetic Retinopathy Progression: A Real World-BasedCohort Study. Diabetes Metab. J..

[19] Tang H., Li G., Zhao Y., Wang F., Gower E.W., Shi L., Wang T. (2018). Comparisons of diabetic retinopathy events associated with glucose-lowering drugs in patients with type 2 diabetes mellitus: A network meta-analysis. Diabetes Obes. Metab..

[20] Taylor O.M., Lam C. (2020). The Effect of Dipeptidyl Peptidase-4 Inhibitors on Macrovascular and Microvascular Complications of Diabetes Mellitus: A Systematic Review. Curr. Ther. Res. Clin. Exp..

[21] Fura A., Khanna A., Vyas V., Koplowitz B., Chang S.Y., Caporuscio C., Boulton D.W., Christopher L.J., Chadwick K.D., Hamann L.G. (2009). Pharmacokinetics of the dipeptidyl peptidase 4 inhibitor saxagliptin in rats, dogs, and monkeys and clinical projections. Drug Metab. Dispos..

[22] Fuchs H., Binder R., Greischel A. (2009). Tissue distribution of the novel DPP-4 inhibitor BI 1356 is dominated by saturable binding to its target in rats. Biopharm. Drug Dispos..

[23] Sigoillot S.M., Iyer K., Binda F., González-Calvo I., Talleur M., Vodjdani G., Isope P., Selimi F. (2015). The Secreted Protein C1QL1 and Its Receptor BAI3 Control the Synaptic Connectivity of Excitatory Inputs Converging on Cerebellar Purkinje Cells. Cell Rep..

[24] Drerup C.M., Lusk S., Nechiporuk A. (2016). Kif1B Interacts with KBP to Promote Axon Elongation by Localizing a Microtubule Regulator to Growth Cones. J. Neurosci..

[25] Becherer U., Rettig J. (2006). Vesicle pools, docking, priming, and release. Cell Tissue Res..

[26] Stepien K.P., Prinslow E.A., Rizo J. (2019). Munc18-1 is crucial to overcome the inhibition of synaptic vesicle fusion by αSNAP. Nat. Commun..

[27] Okamoto M., Südhof T.C. (1997). Mints, Munc18-interacting proteins in synaptic vesicle exocytosis. J. Biol. Chem..

[28] Courtney N.A., Bao H., Briguglio J.S., Chapman E.R. (2019). Synaptotagmin 1 clamps synaptic vesicle fusion in mammalian neurons independent of complexin. Nat. Commun..

[29] Kwon S.E., Chapman E.R. (2011). Synaptophysin regulates the kinetics of synaptic vesicle endocytosis in central neurons. Neuron.

[30] Bähler M., Benfenati F., Valtorta F., Greengard P. (1990). The synapsins and the regulation of synaptic function. Bioessays.

[31] Bykhovskaia M. (2011). Synapsin regulation of vesicle organization and functional pools. Semin. Cell Dev. Biol..

[32] Stout K.A., Dunn A.R., Hoffman C., Miller G.W. (2019). The Synaptic Vesicle Glycoprotein 2: Structure, Function, and Disease Relevance. ACS Chem. Neurosci..

[33] Martineau M., Guzman R.E., Fahlke C., Klingauf J. (2017). VGLUT1 functions as a glutamate/proton exchanger with chloride channel activity in hippocampal glutamatergic synapses. Nat. Commun..

[34] Huang S., Chen L., Bladen C., Stys P.K., Zamponi G.W. (2018). Differential modulation of NMDA and AMPA receptors by cellular prion protein and copper ions. Mol. Brain.

[35] Smith S.B. (2002). Diabetic Retinopathy and the NMDA Receptor. Drug News Perspect.

[36] Jeong J., Pandey S., Li Y., Badger J.D., Lu W., Roche K.W. (2019). PSD-95 binding dynamically regulates NLGN1 trafficking and function. Proc. Natl. Acad. Sci. USA.

[37] Hsueh Y.P. (2006). The role of the MAGUK protein CASK in neural development and synaptic function. Curr. Med. Chem..

[38] Gentleman R., Carey V., Huber W., Irizarry R.A., Dudoit S. (2005). Bioinformatics and Computational Biology Solutions Using R and Bioconductor.

[39] Irizarry R.A., Hobbs B., Collin F., Beazer-Barclay Y.D., Antonellis K.J., Scherf U., Speed T.P. (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[40] Smyth G.K. (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet Mol. Biol..

[41] Wu T., Hu E., Xu S., Chen M., Guo P., Dai Z., Feng T., Zhou L., Tang W., Zhan L. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation.

How the deposited data were processed for this re-analysis (not part of the article)

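The data are Clariom S Mouse arrays of neuroretinas from 10 sitagliptin-treated db/db mice, 9 vehicle-treated db/db mice and 10 db/+ control mice, 1 array per mouse. The authors normalized the arrays together by RMA with the oligo package, and the deposited table holds 29129 probe sets in 29 columns on the log2 scale, with 0 columns from other samples. The notes of the submitters name R 3.6.1, and no scan files were used here. Groups and batch numbers were read from the sample names, and 5 mice of each group fall in each batch, except 4 vehicle-treated mice in batch 1. The vehicle array that the authors excluded as an outlier is not analysed here.

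Probe sets with 1 gene symbol numbered 19572, 0 had several and 9557 had none. For 67 probe sets a second probe set of the gene had a wider interquartile range, which left 19505 genes, and each of them matched the reference annotation by its gene ID. The 7100 genes with the widest interquartile range, 36.4% of all, were tested. A few genes that the paper names have no named row in the values used here and are not reported.

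R 4.3.3, limma 3.58.1 and fgsea 1.28.0 were used. limma fitted a linear model with the 3 groups and batch to all 29 arrays (residual degrees of freedom 25, prior degrees of freedom 10.4), with moderated variances and Benjamini and Hochberg adjustment over the genes tested. Reactome sets came from a package that holds 1457 mouse sets whose release was not given in the sources used here, and fgsea ranked the tested genes by log2 fold change over sets of 10 to 500 genes with seed 1. The paper used clusterProfiler, and its GO terms were not analysed here. Another 47 gene lists by function, cell type and tissue were tested over all 19505 genes with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, which asks whether the genes of a list move one way. Of these lists, 3 hold genes that the study names or picked on these samples. Jackknife SEs of NES came from leaving out each array in turn. Permutation tests were two-sided with 100000 resamples.

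The genes named in the text follow a rule set before the data were examined, as were the lists, the comparisons and the first set of alternatives. The rule takes up to 10 called genes of smallest p in each direction and comparison, every gene that the paper names as measured, the genes of Fig. 1, Lepr, Dpp4, Glp1r, Gcg and sex-linked genes, up to 4 called or 2 other members of each list and up to 4 leading-edge genes of each Reactome set in the text. Genes named outside the rule are said to have been picked after their values were seen. The paper's figures had been read when the rule was written.

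The alternatives were other gene filters, all probe sets, no batch term, batch as a random block, each batch alone, array weights, other moderation, further normalization, only the compared groups, a replicate block, leaving out each array, other rankings and seeds for the sets, and other linkages for the clustering. A pair of covariates was added later, the mean level of retinal pigment epithelium markers and the score on the main axis of the spread within groups. The model was tested on simulated data with known changes and independent noise in each gene. There, 4.45% of calls between sitagliptin and vehicle, 5.91% between sitagliptin and control and 4.37% between vehicle and control were false. The real arrays share a shift that holds 30.3% of the residual variance and that the simulation lacks, so these shares need not hold for them. RT-PCR values are not analysed here.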

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

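The endoplasmic reticulum stress genes, Fabp4, Fabp9 and Pmp2 were picked, and the tests on the last 3 were chosen, only after their values had been seen.

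Some arrays lay far from the rest of their group in a gene called with one of the smallest p-values of a comparison. In 147 groups of arrays (49 genes), 7 had an array whose gap to the nearest other, as a share of the group's range, was above the level that chance exceeds in about 1 in 20 groups, and 7.35 were expected by chance. The gap was 0.673 for BC051142 in control array 3, 0.505 for Mrpl34 in control array 5, 0.507 for Xbp1 in sitagliptin array 5, 0.494 for Thrap3 and 0.529 for Fbxw21 in sitagliptin array 6, and 0.504 for Hsph1 in vehicle array 13, all of them low. Folh1 was high in vehicle array 14, with a gap of 0.542.

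Genes of endoplasmic reticulum stress, which the paper does not discuss, had a median log2 fold change of −0.11 in vehicle-treated db/db mice against control mice. For the list endoplasmic reticulum stress, db/db vehicle vs. db/+ control, the adjusted p of camera was 0.00092 in batch 1 and 0.00035 in batch 2, and over all alternatives it ranged from 2.21e-07 to 0.0037. In sitagliptin-treated against control mice the median was 0.01, the mean was −0.08 and camera gave a lower list (adjusted p = 0.0128, and 0.163 with an estimated correlation), so that the median and the test differ in sign there. No technical explanation was tested for this list. Diabetes and the eye drops, which the control mice did not receive, stay among the open explanations.

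A group of 3 fatty acid binding protein genes that follow one another on chromosome 3 was higher in both groups of db/db mice than in control mice, which the paper does not discuss. In vehicle-treated mice Fabp4 had a log2 fold change of 0.83, Fabp9 of 0.76 and Pmp2 of 0.37, and their neighbours Fabp5 and Fabp12 had 0.01 and −0.00. In sitagliptin-treated mice the 3 genes had 0.47, 0.68 and 0.28 against control mice, in the same order. There Fabp5 had 0.07 and Fabp12 went the other way, with −0.25 (p = 0.00031 from limma). Fat tissue carried over at dissection is argued against by 17 adipocyte markers with a median of −0.021 (camera p = 0.72), and by Plin1 and Adipoq at −0.03 and 0.01, although Cd36 had 0.26 (p = 0.00026). Whether the probes of these paralogs may read one signal cannot be told apart from separate changes, since the residuals of the 3 genes over the 29 arrays correlated at r = 0.48, 0.43 and 0.21, and the last of these met the bound of 0.3 written for separate signals, but by less than its spread, a condition added after the value was known. A response to diabetes, or to the eye drops that the control mice did not receive, stays open as well.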

How the results depend on the processing

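The fits with a covariate were chosen only after the results had been seen, and all other settings beforehand. Unless stated, the cause of a change was not tested.

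Of 78 named genes that were called, 77 kept the call with array weights and 72 with batch as a random block. Without vehicle array 15, 72 kept it, and with all genes tested 59 did. It was kept by 21 without a batch term, 5 in batch 1 and 4 in batch 2, and 0 changed direction. A single batch holds fewer arrays, but whether that explains the low counts in each batch was not tested. Of 30 list calls, 22 were kept with the 7100 genes, 29 without a batch term, 19 in batch 1, 20 in batch 2, 29 without vehicle array 15 and 2 with an estimated correlation.

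Genes called in sitagliptin vs. control, 136, became 21 without a batch term, 3 in batch 1, 7 in batch 2, 242 with array weights and 25 with the retinal pigment epithelium covariate. In vehicle vs. control, 20 became 7 with the genes of highest mean level, 11 with all probe sets, 5 without a batch term, 4 in batch 1, 0 in batch 2 (limma, with 200 genes higher and 349 lower at an unadjusted p under 0.05), 40 with array weights, 8 with only the groups compared and 39 with the axis covariate. In sitagliptin vs. vehicle, 17 became 11 with all genes, 34 with the genes of highest mean level, 11 with the filter applied after batch means were removed, 51 with array weights and 7 after a further quantile normalization, and limma called 0 with all probe sets, without a batch term, in batch 1, in batch 2, with each array centred on its median and with the retinal pigment epithelium covariate. Over these settings, the covariate aside, 303 to 1742 genes were higher at an unadjusted p under 0.05. Of the 17 genes, 17 remained with array weights, 12 with the genes of highest mean level, 9 with all genes and 7 after quantile normalization.

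Leaving out one array gave 68 to 241 genes in sitagliptin vs. control, with 78, 88, 87, 213, 73, 69 and 78 without sitagliptin 1, 2, 5, 6, 7, 8 and 10, 241 without vehicle 13, and 214, 69, 89, 68 and 86 without control 1, 3, 6, 7 and 10. It gave 8 to 25 in vehicle vs. control, with 9 without vehicle 11, 18 or 19, 12 without vehicle 14, 13 without vehicle 15 or 16, and 8, 10, 10 and 13 without control 1, 2, 3 and 10. It gave 0 to 148 in sitagliptin vs. vehicle, with 0 without sitagliptin 1, 2, 5, 7 or 8 or vehicle 11, 13, 14, 16, 17 or 18 (limma, 473 to 774 higher at an unadjusted p under 0.05), 4, 48 and 2 without sitagliptin 4, 6 and 10, 148, 31 and 9 without vehicle 15, 19 and 20, and 10, 9 and 11 without control 8, 9 and 10. Reactome sets enriched, db/db sitagliptin vs. db/db vehicle, numbered 87 and ranged from 8 to 149, with 145, 8, 46, 10 and 27 without sitagliptin 1, 3, 5, 6 and 10, and 8, 57, 147, 17, 26 and 149 without vehicle 13, 14, 16, 17, 18 and 19. They became 160 without a batch term, 166 with the axis covariate, 17 with the retinal pigment epithelium covariate and 0 in camera with an estimated correlation. The olfactory set reversed to an NES of 0.91 with the axis covariate. The neuronal system passed in every other setting than camera with an estimated correlation and the retinal pigment epithelium covariate, with an adjusted p from 3.69e-05 to 0.778.

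Arrays outside their cluster, 3, became 1 with Ward linkage, 1 with batch means kept and 8 with 7100 genes. In the last case vehicle array 13 stood alone against all other arrays. The share of variance by batch, 29.7%, was 18.0% over all genes. No chromosome held more or fewer called genes than chance, except that 1 did at an unadjusted p under 0.01, chromosome 1 in sitagliptin vs. control (13 genes, 27.8 expected, adjusted p = 0.035).

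Sitagliptin and control arrays share 9 animal numbers, but residuals of arrays with the same number correlated at r from −0.44 to 0.43, above 0.1 in 4 of 9 and best with the own number in 1, so the numbers do not pair the mice. With a replicate block, those 18 arrays gave 187 genes, against 152 without the block. For comparisons with vehicle, no paired analysis was possible because the vehicle arrays share 0 numbers with the others.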

Differences from the paper's values

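The settings that read all genes, Ward linkage, kept batch means or left out vehicle array 15 were set before the data were examined, and the comparisons below were made after the results had been seen.

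Most counts in Table 1 are close to but not equal to the values here, and in 1 of 42 pairs one value was more than 1.5 times the other. The last row of Table 1 repeats the label DownRegP0.01 and was read here as p under 0.05. At an unadjusted p under 0.01 from limma the counts here are 123, 58 and 97, against 376, 223 and 329 in that row. Of the 10 log2 fold changes of Fig. 2A and the 9 NES of Fig. 4A, read by eye, 0 had the other sign or lay farther from the values here than their SE. Both sets of values come from the same arrays, so this bound is wide, with a jackknife SE of 0.98 for mitochondrial translation. For up-regulated genes at an unadjusted p under 0.05 in sitagliptin vs. vehicle, the paper's value is 82, and the value here is 755. The paper's value lies below its own count at the stricter p under 0.01, which is 275. The 42 alternatives for which these genes were counted gave 303 to 1742, so none came near the paper's value.

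The paper states that only 1 vehicle array left the cluster of its group. Here 3 vehicle arrays did, 15, 19 and 20, and with Ward linkage or with batch means kept only array 15 did. Average linkage left out sitagliptin array 3 and vehicle array 15, and a distance from Pearson's correlation left out vehicle arrays 15 and 19.

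The paper names presynaptic genes as up-regulated by sitagliptin. Here Apba1, Stxbp2, Stxbp4, Stxbp6, Unc13a, Slc17a7, Cplx1 and Sv2b all had positive log2 fold changes and none of the 7 among the genes tested, which leave out Cplx1, passed the adjusted p of limma, while Apba1 and Stxbp2 passed without vehicle array 15 (adjusted p = 0.019 and 0.032). For Apba1 the adjusted p ranged from 0.019 to 0.66 over the alternatives.

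The paper names postsynaptic genes as up-regulated by sitagliptin. Here Dlg2, Dlg4, Grin2b, Grin2d and Gria1 had positive log2 fold changes, Cask had −0.00, and none of the 4 among the genes tested, which leave out Grin2d and Gria1, passed the adjusted p of limma in any setting.

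The paper lists membrane trafficking and vesicle-mediated transport among the enriched sets. Here they did not pass with the 7100 genes (adjusted p = 0.094 and 0.14) and passed when all genes with 1 symbol were ranked (adjusted p = 0.0044 and 0.039), a setting in which the sets of mitochondrial translation, its elongation and its termination, which Fig. 4A shows, lose their call (adjusted p = 0.56, 0.48 and 0.40).

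The paper states that neurotransmission is the main process affected by the disease. Here fgsea called 0 Reactome sets between vehicle-treated and control mice, with 32 at an unadjusted p under 0.05 and 0 by camera, and the neuronal system had an NES of −1.08 (adjusted p = 0.87), while the paper's RT-PCR values were not analysed here.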

Other observations

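Genes of synapse formation and neurotransmission were near their control level in vehicle-treated db/db mice on these arrays. Of the genes that the paper also measured by RT-PCR, the 7100 tested hold 3 of 3 of synapse formation, 9 of 14 of presynaptic and 4 of 6 of postsynaptic function, limma called none of these, 0 of all measured passed when adjusted over each list alone, and camera gave adjusted p = 0.392, 0.556 and 0.439 for the 3 lists. The lowest log2 fold changes were those of Stxbp6 (−0.21), Dlg4 (−0.20) and C1ql1 (−0.19). Apba1 had −0.09, Unc13a −0.08, Syn1 −0.10, Dlg2 −0.11, Grin2b −0.10, Kifbp −0.09, Kif1b −0.07, Cplx1 −0.07 and Gria1 −0.05. Snap25, Stx1a, Syp, Stxbp2 and Stxbp4 lay between −0.04 and −0.01, and Slc17a7, Sv2b, Syt1, Vamp2, Cask and Grin2d between 0.02 and 0.10.

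Dpp4, Glp1r and Gcg differed little between sitagliptin-treated and vehicle-treated mice. Dpp4, the target of sitagliptin, had a log2 fold change of 0.02 between sitagliptin and vehicle, the receptor gene Glp1r one of 0.08 and Gcg, which encodes its ligand, one of −0.03 (p = 0.82, 0.39 and 0.70 from limma), and these genes were outside the 7100 tested. Lists of rod, cone, bipolar, amacrine and horizontal cells, of retinal ganglion cells and of Müller glia did not pass camera between sitagliptin and vehicle (adjusted p = 0.0757, 0.536, 0.738, 0.217, 0.939, 0.0630 and 0.699). Cornea and connective tissue genes were lower in 12 of 12 members (median −0.06, adjusted p = 0.0565). No chromosome held more called genes than chance, and chromosome 4, which carries Lepr, held 4 of the 17 called genes of that comparison (p = 0.020 from Fisher's exact test, adjusted p = 0.44).

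Of the tests reported next and beside the paper's text, the fits with a covariate, the splits of the samples on enrichment scores, the tests of a group effect that differs by batch and the count of translation sets by name were chosen only after the results had been seen.

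Chance was judged by 100 splits of the same arrays into groups of the same sizes. The bound set for a count above chance was that fewer than 5 splits were as large. In sitagliptin vs. control, 136 genes were called, the highest other split gave 18 and 1 split was as large, which is the real one. In sitagliptin vs. vehicle, 17 genes were called, the highest other split gave 9 and 1 split was as large. In vehicle vs. control, 20 genes were called and 4 splits were as large, the real one included, with 404 genes in the highest. What that split separates was not tested. The count of 20 met the bound, but a random split far exceeded it, so chance stays open there. Chance cannot be excluded for the number of Reactome sets, which was 39 in sitagliptin vs. control (highest other split 185, 59 as large), 0 in vehicle vs. control (157, 100 as large) and 87 in sitagliptin vs. vehicle (223, 25 as large). Nor can it for the number of gene lists, which was 12 (21, 13 as large), 5 (22, 66 as large) and 13 (23, 22 as large) in that order.

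Neuronal sets were higher and translation sets lower in sitagliptin-treated than in vehicle-treated mice by fgsea, but camera with an estimated correlation called none of them (adjusted p = 0.778, and 0.788 for translation), and translation also lost its call over all genes (0.085), in batch 1 (0.114), in batch 2 (0.133), with another seed (0.0508) and without vehicle array 15 (0.288). Among 100 splits of the arrays, the enrichment score of the neuronal system, 0.491, had 3 as large with 0.495 in the highest other split, that of transmission across chemical synapses, 0.538, had 1 with 0.528, and that of mitochondrial translation, 0.437 in size, had 52 with 0.742, but these sets were picked for their enrichment and the splits do not repeat that choice, so chance stays open for all 3. A shift between arrays that also runs within groups holds 30.3% of the residual variance and correlates across genes with the change at r = 0.49. With its score as a covariate the neuronal system kept an NES of 1.94 (adjusted p = 0.000503 from fgsea, and 3.69e-05 to 0.778 over all settings). This axis alone thus does not account for the score of that set. Postsynaptic transmission went from 2.04 to 1.64, membrane trafficking from 1.45 to 0.82 and vesicle-mediated transport from 1.35 to 0.86. The covariate holds only the main axis, and fgsea ignores the correlation between genes, so the test cannot exclude shared shifts between arrays. Carry-over of retinal pigment epithelium cannot be told apart from an effect on neurons: with its marker level as a covariate the NES went from 1.96 to 1.64 (SE 0.34) and the adjusted p to 0.0512, past the bound of 0.05 set for carry-over, but the drop is within the SE, a condition added after the value was known, and the SE with the covariate was not computed. An effect of sitagliptin on neurons, and on both tissues, stays open.

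Within groups and batches, the mean level of synaptic vesicle release genes over the 29 arrays went against that of retinal pigment epithelium markers (r = −0.62, permutation p = 0.00038, adjusted over 5 relations 0.00095; Spearman's rho −0.57, p = 0.0014; −0.75 in batch 1, −0.51 in batch 2 and −0.51 without the 2 farthest arrays). It also went against that of olfactory receptor genes (r = −0.75, p = 2e-05, adjusted p = 1e-04; rho −0.68, p = 0.00011; −0.84, −0.50 and −0.65). The relations to the cytosolic ribosome (r = −0.28, rho −0.22), the mitochondrial ribosome (r = −0.09, rho −0.10) and the lens (r = 0.02, rho −0.03) did not pass (adjusted p = 0.24, 0.78 and 0.94).

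Across the 7100 genes, which are not independent, the change from vehicle to sitagliptin opposed the change from control to vehicle (r = −0.35), as it would if the drug restored control levels. The vehicle arrays shared by both comparisons may account for it: 43 of 100 shuffled sets of residual arrays had a covariance as low, and their mean r was −0.51. With separate vehicle arrays in each comparison the mean r over 60 splits was 0.02, from −0.25 to 0.35. With other settings r was −0.38 over all genes, −0.49 without vehicle array 15 and −0.42 without a batch term. Of the 17 genes called between sitagliptin and vehicle, 17 went past the control level in sitagliptin-treated mice. For 16 of them the sitagliptin group lay farther from control mice than the vehicle group did. Median absolute log2 fold changes against control mice were 0.31 and 0.09. These genes were chosen for a large sitagliptin vs. vehicle difference on the same arrays, which favours such a result.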
